# A Critical Role of TET1/2 Proteins in Cell-Cycle Progression of Trophoblast Stem Cells

**DOI:** 10.1016/j.stemcr.2018.02.014

**Published:** 2018-03-22

**Authors:** Stephanie Chrysanthou, Claire E. Senner, Laura Woods, Elena Fineberg, Hanneke Okkenhaug, Sarah Burge, Vicente Perez-Garcia, Myriam Hemberger

**Keywords:** TET proteins, trophoblast stem cells, cell cycle, endoreduplication, self-renewal, mitosis, trophoblast giant cells, differentiation

## Abstract

The ten-eleven translocation (TET) proteins are well known for their role in maintaining naive pluripotency of embryonic stem cells. Here, we demonstrate that, jointly, TET1 and TET2 also safeguard the self-renewal potential of trophoblast stem cells (TSCs) and have partially redundant roles in maintaining the epithelial integrity of TSCs. For the more abundantly expressed TET1, we show that this is achieved by binding to critical epithelial genes, notably E-cadherin, which becomes hyper-methylated and downregulated in the absence of TET1. The epithelial-to-mesenchymal transition phenotype of mutant TSCs is accompanied by centrosome duplication and separation defects. Moreover, we identify a role of TET1 in maintaining cyclin B1 stability, thereby acting as facilitator of mitotic cell-cycle progression. As a result, *Tet1/2* mutant TSCs are prone to undergo endoreduplicative cell cycles leading to the formation of polyploid trophoblast giant cells. Taken together, our data reveal essential functions of TET proteins in the trophoblast lineage.

## Highlights

• TET1 and TET2 are critical for trophoblast stem cell (TSC) maintenance
• TET1 and TET2 safeguard TSC integrity by driving expression of epithelial genes
• TET1/2 null TSCs exhibit cell-cycle defects and become polyploid
• TET1 binds to and helps stabilize cyclin B1, thereby ensuring G2/M progression

## Introduction

Ten-eleven translocation (TET) proteins are epigenetic modifiers that catalyze the oxidation of 5-methylcytosine (5mC) into 5-hydroxymethylcytosine (5hmC) (He et al., 2011, Ito et al., 2011, Tahiliani et al., 2009). This reaction is the initial step in a series of events that ultimately leads to DNA demethylation. As such, the TET protein family (TET1, TET2, and TET3) has gained much attention in the field of epigenomic reprogramming during development and in stem cells (Amouroux et al., 2016, Dawlaty et al., 2014, Gu et al., 2011, Koh et al., 2011). Indeed, naive embryonic stem cells (ESCs) are enriched in 5hmC, but this epigenetic modification is rapidly lost as they differentiate. In pluripotent ESCs, TET1 and TET2 are the main proteins involved in the production of 5hmC (Koh et al., 2011). Accordingly, both genes are abruptly downregulated with differentiation (Costa et al., 2013, Koh et al., 2011). Moreover, *Tet1/2* knockout (KO) ESCs are depleted for 5hmC and are prone to differentiate (Dawlaty et al., 2013, Ito et al., 2010, Koh et al., 2011), indicating a direct functional role of these factors in ESC maintenance. In contrast, TET3 shows the opposite expression profile, as it is expressed at low levels in pluripotent ESCs but is upregulated upon differentiation (Koh et al., 2011). The essential role of TET proteins has also been demonstrated during early embryonic development as *Tet1/2/3* triple mutant embryos exhibit gastrulation defects and are embryonic lethal before mid-gestation (Dai et al., 2016).

Trophoblast stem cells (TSCs) can be viewed as the developmental counterpart of ESCs. Like ESCs, they can be derived from the blastocyst-stage mouse embryo, but they originate from the outer trophectoderm layer that is committed toward the trophoblast lineage, which ultimately gives rise to the major cell types of the placenta (Tanaka et al., 1998). TSCs can be maintained as a self-renewing stem cell population in culture, and they retain their entire differentiation repertoire *in vitro*, as well as *in vivo* when reintroduced into chimeras (Latos and Hemberger, 2016). This includes the unique ability of trophoblast to differentiate into giant cells through repeated rounds of endoreduplication, resulting in cells with a DNA content of up to 1,000N (Hemberger, 2008). While endoreduplication happens physiologically as part of the trophoblast giant cell (TGC) differentiation program, it can also be induced by depleting important cell-cycle proteins, particularly those which are part of the mitotic apparatus (Ullah et al., 2009). For example, chemical inhibition of cyclin-dependent kinase 1 (CDK1) in TSCs triggers endoreduplication accompanied by TGC differentiation (Ullah et al., 2008). The CDK1/cyclin B1 complex is one of the prime drivers of mammalian mitosis; thus, once the complex is disturbed, via CDK1 inactivation or absence of cyclin B1 from the nucleus, mitosis cannot take place. In the absence of mitosis, two main scenarios are possible; either initiation of endocycles in cells that are programmed to endoreduplicate, such as TSCs, or apoptosis in cells that are not, such as ESCs (Ullah et al., 2008).

In this study, we demonstrate that TET1 and TET2 are jointly required to maintain the stem cell state of TSCs. TET1/2 deletion triggers the initiation of trophoblast differentiation, reflected by an altered gene expression profile, increased ploidy and epithelial-to-mesenchymal transition (EMT). Importantly, we show that TET proteins have a unique role in the trophoblast cell cycle. TET1/2 are required for normal centrosome separation and G2-M progression via stabilization of cyclin B1, thereby enabling the CDK1-cyclin B1 complex to form, which is required to sustain the mitotic cell cycle in TSCs.

## Results

### TET1/2 Expression Is Associated with the Stem Cell State of TSCs

Since TET proteins have been implicated in ESC self-renewal and pluripotency, we asked whether they might have similar functions in maintaining the stem cell state of TSCs. We confirmed that all three genes are expressed in TSCs, albeit *Tet1* and *Tet2* at much lower levels compared with ESCs (Figure S1A). Nonetheless, by assessing TSCs grown in stem cell conditions (stem cell media [SCM]) and after 3 days of differentiation (differentiation media [DM]), it was evident that *Tet1* and, to a lesser extent, *Tet2* mRNA levels were significantly higher in TSCs than in differentiated trophoblast cells, whereas *Tet3* was upregulated with trophoblast differentiation (Figure 1A). We further confirmed the downregulation of TET1 and TET2 with TSC differentiation on the protein level by immunofluorescence (IF) staining (Figures 1B and 1C). Selective withdrawal of either of the two growth factor requirements of TSCs, i.e., fibroblast growth factor (FGF) or the transforming growth factor β component commonly provided as fibroblast-conditioned medium, indicated that expression of *Tet1* as well as *Tet2* predominantly depended on FGF signaling (Figure S1B). Collectively, these data showed that akin to the situation in ESCs, TET1 and TET2 expression levels positively correlate with the stem cell state of TSCs.

**Figure 1:**
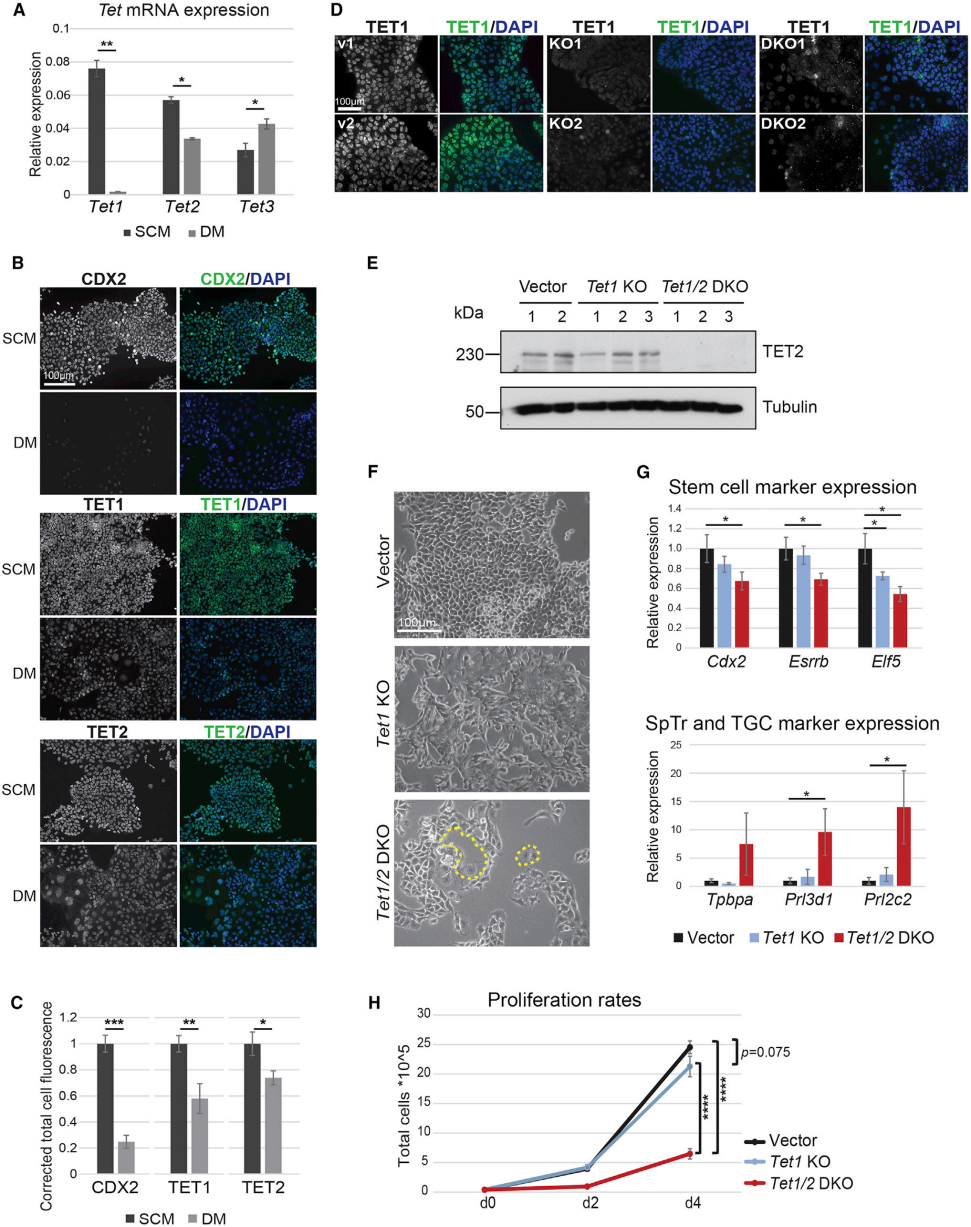
TET1 and TET2 Positively Correlate with the TSC State (A) qRT-PCR analysis of *Tet1,2,3* mRNA expression in TSCs cultured in stem cell media (SCM) or differentiation media (DM) over 3 days. Data are normalized against housekeeping genes *Sdha* and *Dynein*, and are displayed as mean ± SEM; ^∗^p < 0.05, ^∗∗^p < 0.01 (ANOVA with Holm-Bonferroni *post-hoc* test); n = 3 independent replicates each. (B) Immunofluorescence (IF) staining for CDX2, TET1, and TET2 in TSCs cultured in SCM and DM. Scale bar, 100 μm. (C) Quantification of total mean cell fluorescence of (B). ^∗^p < 0.05, ^∗∗^p < 0.01; ^∗∗∗^p < 0.001 (unpaired, one-sided t test). Measurements are of ≥100 cells each. (D) IF staining for TET1 in independent vector (v) control and *Tet1* KO and *Tet1/2* DKO clones. Scale bar, 100 μm. (E) Western blot for TET2 on vector control, *Tet1* KO and *Tet1/2* DKO TSCs. Tubulin was used as loading control. (F) Phase contrast images of vector control, *Tet1* KO and *Tet1/2* DKO clones grown in SCM. Yellow dotted lines indicate enlarged giant cell-like cells. Scale bar, 100 μm. (G) qRT-PCR analysis of TSCs and differentiation markers in vector control (set to 1) and mutant clones. SpTr, spongiotrophoblast; TGC, trophoblast giant cells. Data are mean ± SEM; ^∗^p < 0.05 (ANOVA with Holm-Bonferroni *post-hoc* test); n = 4 clones as independent replicates each. (H) Analysis of proliferation rates over a 4-day period. ^∗∗∗∗^p < 0.0001 (two-way ANOVA with Holm-Sidak's multiple comparisons test); n = 5 independent replicates each. See also Figures S1–S3.

### *Tet1/2* DKO TSCs Exhibit Diminished Stem Cell Potential

To define the role of TET1 and TET2 in maintaining the TSC state and their specific functions in the trophoblast compartment, we established *Tet1* single (KO) and *Tet1/2* double knockout (DKO) TSC lines by CRISPR/Cas9-mediated gene ablation using three different guideRNAs per gene to rule out prominent off-target effects. KO and DKO clones were confirmed by genotyping PCRs, Sanger sequencing, IF staining, and western blot (Figures 1D and 1E). They were also functionally validated based on global levels of 5hmC, which was significantly reduced in mutant clones (Figures S2A and S2B).

Morphologically, *Tet1* KO and *Tet1/2* DKO cells appeared more loosely organized and did not form the tight epithelial colonies characteristic of control TSCs (Figure 1F). Comparatively, however, the *Tet1/2* DKO TSCs exhibited a far more pronounced phenotype and contained a significant fraction of cells that were larger in size and exhibited morphological characteristics of TGCs (Figures 1F and S2C). To tease apart any additional effects incurred by TET2, we therefore also established *Tet2* single KO TSCs (Figure S2D). They appeared morphologically similar to *Tet1* single KOs, insofar as the cells were more loosely organized and lacked the sharp epithelial colony boundaries characteristic of TSCs (Figures S2E and S3), while not displaying as many markedly differentiated TGC-like cells as the DKOs. In line with these morphological observations, the expression levels of TSC markers were mildly reduced in *Tet1* and *Tet2* single KOs, but this decrease was more pronounced in the DKO cells (Figures 1G and S2F). Conversely, markers of spongiotrophoblast and TGCs were upregulated in the *Tet1/2* DKO TSCs, as expected from their appearance (Figure 1G). Accordingly, *Tet1/2* DKO clones also exhibited significantly slower proliferation rates (Figure 1H). A differentiation time course corroborated these general observations, with TGC differentiation generally accelerated in KO/DKO cells compared with vector control cells, while syncytiotrophoblast formation was delayed (Figures S2G and S3). Overall, these data indicated that both proteins may have partially redundant roles in maintaining the epithelial integrity of TSCs, whereas combined absence of TET1 and TET2 interferes more acutely with TSC maintenance.

### *Tet1/2* Null TSCs undergo EMT

To gain more detailed insights into the molecular changes caused by loss of TET1 and TET2, we performed global expression profiling by RNA-seq on the *Tet1* KO, *Tet1/2* DKO, and vector control cells. This analysis identified 210 and 349 genes that were differentially expressed in the *Tet1* KO and *Tet1/2* DKO clones, respectively (Figure 2A; Table S1). Of these, 25 genes were commonly de-regulated between the *Tet1* KO and *Tet1/2* DKO clones (Figure S4A), which included, for example, *Nr0b1*, a key TSC gene that is acutely linked to the stem cell state (Latos et al., 2015a). 

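RNA-seq data were deposited for 9 clones of a blastocyst-derived mouse TSC line, 3 vector control clones (V1, V4 and V5), 3 Tet1 KO clones (2a, 8a and 7c) and 3 Tet1/2 DKO clones (A10, F2 and G8). Clones of one genotype were treated as replicates, and each clone was sequenced in a library of its own. Reads had been trimmed and mapped to GRCm38 by the authors, and the tables leave out many genes by a rule the text does not state. The tables hold a signal for 9415 genes in the vector control and Tet1 KO clones and for 9567 genes in the Tet1/2 DKO clones, with 9321 genes in both. This signal, as deposited by the authors, is linear, in proportion to the reads of a gene per 1000000 reads (CPM), and divided by a further factor for each library. The vector control and Tet1 KO clones share a table of genes, whereas the Tet1/2 DKO values had been scaled separately. In every library 100% of the values were whole multiples of the value of 1 read, within a tolerance of 0.01 reads, so that whole reads were recovered. Reads in the listed genes numbered 6927301, 8850818 and 6368174 in V1, V4 and V5. They numbered 9644601, 7610529 and 5884919 in 2a, 8a and 7c, and 5549700, 9641965 and 4968485 in A10, F2 and G8. The medians of the groups were 6927301, 7610529 and 5549700 reads. These totals cover the listed genes only, and a gene left out of the tables has no value here.

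For every comparison the recovered reads of the clones involved were rescaled together, as CPM with TMM size factors, and log2(value + 1) was tested gene by gene with limma (trend and robust options, two-sided). Values of p were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. On this scale the change of a weakly expressed gene is understated. Levels of single clones are given in TMM-scaled CPM from a scale over all 9 libraries. In simulated libraries of the same depth and spread, limma recovered 30 of 100 genes changed by a log2 fold of 1 and 90 of 100 changed by 2 in the comparison of Tet1 KO with vector control, and 56 and 98 of 100 for Tet1/2 DKO. Gene lists for 30 pathways and cell types were fixed before the data were examined, although the values of Table S1 had then been seen, and they were tested against all other genes with camera at a preset correlation of 0.01. An estimated correlation left no list past the threshold in any comparison. The library labelled Tet1 KO 7c stood apart from the others, with a score of −63.9 on the first principal component (39.4% of the variance) against −6.25 to 32.1 in the other 8 libraries. Its TMM size factor was 0.767, against 0.973 to 1.07 in the others.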

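Tet1 mRNA fell in the Tet1/2 DKO clones, and among the libraries labelled Tet1 KO it was low in 2a and 8a but, on the TMM scale, not in 7c. Tet1 lies on chromosome 10 of GRCm38 from 62804570 to 62887469. Its level was 68.0, 74.2 and 110.7 TMM-scaled CPM in V1, V4 and V5. It was 27.1 in 2a, 30.6 in 8a and 73.6 in the library labelled Tet1 KO 7c, a value among those of the vector control clones. This place rests on the low TMM size factor of 7c (0.767). By library totals alone 7c would lie below every vector control clone, though still above 2a and 8a. The levels in A10, F2 and G8 were 34.9, 41.8 and 32.3. The log2 fold change was −1.16 in Tet1/2 DKO (standard error 0.22, adjusted p = 0.0258 from limma) and −1.05 in Tet1 KO (standard error 0.37, adjusted p = 0.640), where it passed without the library labelled 7c (−1.48, adjusted p = 0.0182). The paper states that genotyping PCR, Sanger sequencing, IF and western blot showed its clones to be mutant and that mutant clones had less 5hmC, the direction of the label, without naming the sequenced clones. The IF images of TET1 (Fig. 1D) do not settle which genotype this library holds, since they name no sequenced clone and an indel in a coding exon need not lower the mRNA. The bisulfite sample of a Tet1 KO clone is labelled 7c too, and the paper reports higher methylation of Cdh1 in Tet1 KO cells (Fig. 2G), the direction of that label, though in a sample other than this library. Tet2, on chromosome 3, was at 25.5, 24.6 and 18.5 in V1, V4 and V5 and at 14.9, 7.52 and 13.7 in A10, F2 and G8 (log2 fold change −0.91, adjusted p = 0.134). In 2a, 8a and 7c its level was 10.3, 16.6 and 21.7. Tet3, which was not targeted, was at 13.9 ± 0.868 (SD, n = 3) in vector control, 8.56 ± 0.921 in Tet1 KO and 7.41 ± 1.31 in Tet1/2 DKO, with adjusted p = 0.676 and 0.130 from limma.

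In the Tet1/2 DKO clones 117 of 9321 genes changed, 47 higher and 70 lower than in vector control. The rises with the largest fold changes were in AA467197 (log2 fold change 3.35), Pde10a, a phosphodiesterase (2.62), Cdh5, the cadherin of endothelial junctions (2.58), Tex15, a germline gene (2.27), and Tgm2, a transglutaminase (2.26). They were followed by Irs3 (2.02), the cytokine receptor subunit Il2rg (1.92), Kctd12 (1.88), Sbsn (1.73) and Homer2 (1.70). The deepest falls included the kinesin Kif21b (−2.58), Apold1 (−2.41), Tmem114 (−2.33), the arrestin Arrb1 (−2.27), Cysltr1, a leukotriene receptor (−2.21), Zcchc12 (−2.12), Lrp11 (−2.03) and the cytidine deaminase Apobec3 (−1.97). Pde10a, for example, went from 8.31 ± 2.45 (SD, n = 3) to 62.4 ± 34.7 and Arrb1 from 95.1 ± 45.0 to 17.9 ± 6.26. In each of the 117 genes every Tet1/2 DKO clone lay on one side of every vector control clone, as did 2025 (21.7%) of all genes tested, where chance gives 10%.

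In the Tet1 KO clones 0 of 9415 genes passed the adjusted threshold with limma, while 682 had an unadjusted p under 0.05 and the smallest adjusted p was 0.395. DESeq2 called 32 genes, the likelihood ratio test of edgeR 32 and its quasi-likelihood test 0. Without the library labelled Tet1 KO 7c, limma called 31 genes, 7 higher and 24 lower. The groups of Tet1 KO and vector control clones did not overlap in 1397 genes (14.8%). With both mutants taken together against vector control, 0 of 9321 genes passed with limma, 487 had an unadjusted p under 0.05, and DESeq2, the likelihood ratio test and the quasi-likelihood test called 5, 3 and 0. The count for Tet1/2 DKO was 16 without V1, 11 without V5, 12 without A10, 29 without F2 and 250 without G8. DESeq2 called 383 genes in Tet1/2 DKO, the likelihood ratio test 356, and a joint fit of all 9 libraries with limma 8.

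**Figure D1:**
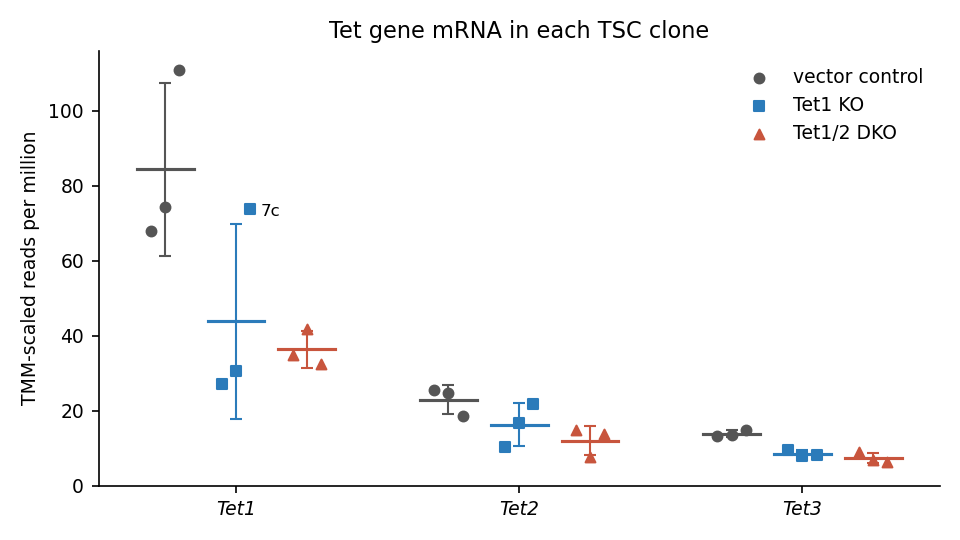
Levels of Tet1, Tet2 and Tet3 mRNA in TMM-scaled CPM (linear axis from 0) in each of 3 vector control, 3 Tet1 KO and 3 Tet1/2 DKO clones; points are clones, and bars with error bars are the mean and SD. In the library labelled Tet1 KO 7c Tet1 lies at 73.6, between the vector control clones V1 and V4.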

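Nr0b1, an orphan nuclear receptor of the stem cell state, was lower in every Tet1/2 DKO clone and higher in every library labelled Tet1 KO than in any vector control clone. It lies on chromosome X of GRCm38 from 86191775 to 86195947. Its level was 39.4 ± 16.8 TMM-scaled CPM in vector control (SD, n = 3), 75.7 ± 12.2 in Tet1 KO and 6.76 ± 2.17 in Tet1/2 DKO. The fall in Tet1/2 DKO passed the test (log2 fold change −2.35, standard error 0.31, adjusted p = 0.0069 from limma), whereas the higher level in Tet1 KO did not (0.99, standard error 0.29, adjusted p = 0.640). In the library labelled Tet1 KO 7c, whose Tet1 mRNA lay among the controls on the TMM scale, Nr0b1 was at 66.1.

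Nr0b1 was also among the genes that differed most between the mutants. Between Tet1/2 DKO and Tet1 KO 128 of 9321 genes differed, 73 higher and 55 lower in Tet1/2 DKO. The lower ones included AU015836 (log2 fold change −4.46), the apolipoprotein Apoe (−3.90), Dnmt3l, a cofactor of de novo DNA methylation (−3.89), Fndc3c1 (−3.45), Gja1, which encodes connexin 43 (−3.35), Nr0b1 (−3.33), Tcea3 (−3.08), the endocytic adaptor Dab2 (−2.97) and Col18a1 (−2.95). The higher ones included Lcp1, an actin-bundling protein of blood cells (4.10), Rgs5 (3.30), C430049B03Rik (3.23) and Nxf7 (3.12). Lcp1 was at 22.8 ± 12.1 in Tet1 KO and 368 ± 88.6 in Tet1/2 DKO (SD, n = 3).

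Of 18 genes of the TSC state, all measured, 4 fell in Tet1/2 DKO and 0 rose (4 lower and 2 higher when adjusted over the list alone). These were Nr0b1, Lin28a (−1.34, adjusted p = 0.0105 from limma), Zic3 (−1.26, adjusted p = 0.0319) and Elf5 (−0.77, adjusted p = 0.0369). Camera found no shift of the list as a whole (adjusted p = 0.315). In Tet1 KO 0 of the 18 passed, over all genes or the list alone, 9 lay above and 9 below the control, and the adjusted p of the list was 0.957, with a median of 0.01 and a camera direction that was downward.

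With limma 0 genes passed in both mutants, since 0 passed in Tet1 KO. With the likelihood ratio test of edgeR and the limits that all genes of Table S1 meet (p under 0.005 and a log2 fold change over 0.8 in size), 14 genes passed in both, where 5.92 are expected for independent lists. Of these 14, 6 went the same way, Fhod1, Gpnmb, H2ac13, Ndrg1, Pdk1 and Tuft1, and 8 went opposite ways, AU015836, Dab2, Dbn1, Elmo1, F2rl1, Lcp1, Nr0b1 and Procr. Log2 values without any change were also simulated and tested with limma at the same limits. There the 3 vector control clones common to both comparisons gave 3.44 genes in both on average, of which 0 went opposite ways. The likelihood ratio test was not run on the simulated values, so these counts are no chance level for the 14 genes or the 8. Of the 25 genes on both sheets of Table S1, the fold changes in the paper's table go the same way for 14 and opposite ways for 11. Across the 9321 genes the log2 fold changes of the mutants had a Pearson's r of 0.099 and a Spearman's rho of 0.177. Genes are not independent replicates. In the simulated values, with the same spread of a gene in every group, the common controls alone gave a mean r of 0.501. The library labelled Tet1 KO 7c stood apart, so the spread of the real groups need not be equal and 0.501 is no exact benchmark. The r of the real values was 0.184 without V1, 0.232 without V4, 0.230 without the library labelled Tet1 KO 7c and 0.0282 without 8a.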

Using the differentially expressed genes for gene ontology (GO) analysis revealed that both the *Tet1* KO and *Tet1/2* DKO gene sets were significantly enriched in pathways related to epithelial integrity, cell polarity, and cell adhesion (Figures 2B and 2C). This corroborated our notion of a critical function of TET proteins specifically in maintaining the epithelial character of TSCs.

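The keratin genes Krt8 and Krt18 rose in the Tet1/2 DKO clones. In Tet1 KO the genes of cell-cell junctions were lower as a group with camera, with 0 of 33 past the threshold. They were not with an estimated correlation, without V4 or after trends with GC content and transcript length were removed. Krt8 and Krt18, the keratin pair of simple epithelia, lie on chromosome 15 of GRCm38 from 101996711 to 102004342 and from 102028216 to 102032026. Krt8 was at 296 ± 80.3 TMM-scaled CPM in vector control (SD, n = 3) and 769 ± 110 in Tet1/2 DKO (log2 fold change 1.41, standard error 0.21, adjusted p = 0.0137 from limma). Krt18 was at 761 ± 194 and 1518 ± 306 (1.02, standard error 0.22, adjusted p = 0.0435). Of 24 genes of keratins and epithelial regulators 19 were measured, of which 2 rose in Tet1/2 DKO and 0 fell (3 higher and 0 lower when adjusted over the list alone). The list was higher than other genes (16 of 19 with a positive fold change, median 0.40, adjusted p = 0.0066 with camera, adjusted p = 0.591 with an estimated correlation, and 0.0583 without V1). Krt7 went from 53.5 ± 27.9 to 308 ± 85 (2.65, adjusted p = 0.0665).

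In Tet1 KO the same keratin list had 0 genes past the threshold in either direction over all genes tested and 1 lower gene over the list alone, Sfn (14-3-3 sigma), at 221 ± 28.7 in vector control and 69.1 ± 32.4 in Tet1 KO (log2 fold change −1.76, adjusted p = 0.395, and −1.43, adjusted p = 0.0245, without the library labelled 7c). The list was lower than other genes (14 of 19 with a negative fold change, median −0.27, adjusted p = 0.0313 with camera and 0.711 with an estimated correlation). This call ended without V4, 2a or the library labelled Tet1 KO 7c, up to an adjusted p of 0.446. In the library labelled Tet1 KO 7c the list lay 0.40 below its level in 2a and 8a on the log2 scale.

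Of 39 genes of cell-cell junctions and polarity 33 were measured, with 0 past the threshold in either mutant, over all genes or over the list alone. In Tet1 KO 26 of the 33 had a negative fold change (median −0.27, adjusted p = 0.0208 with camera, adjusted p = 0.712 with an estimated correlation, and 0.284 without V4). After trends with GC content and transcript length were removed, the list in Tet1 KO no longer passed (median −0.19, adjusted p = 0.0761 with camera). The desmosomal gene Dsp was at 329 ± 158 in vector control, 128 ± 35.7 in Tet1 KO and 685 ± 173 in Tet1/2 DKO (SD, n = 3). Its log2 fold changes were −1.25 and 1.17 (adjusted p = 0.640 and 0.235 from limma). In Tet1/2 DKO the junction list had 13 positive and 20 negative fold changes, with a median of −0.03, an upward camera direction and an adjusted p of 0.676.

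Of 29 mesenchymal and EMT genes 12 were measured in Tet1 KO and 0 passed over all genes, while Vim and Cdh2 were higher when adjusted over the list alone. Vim, an intermediate filament of mesenchymal cells, was at 122 ± 18.5 in vector control and 368 ± 83.2 in Tet1 KO (log2 fold change 1.56, standard error 0.23, adjusted p = 0.395, and 1.46, adjusted p = 0.0126, without the library labelled 7c), and Cdh2, which encodes N-cadherin, at 10.1 ± 0.164 and 25.2 ± 3.84 (1.22, adjusted p = 0.473). In both, every library labelled Tet1 KO lay above every vector control clone (exact permutation test, two-sided p = 0.1, the smallest p that 3 clones against 3 allow). The EMT list as a whole had an adjusted p of 0.136 in Tet1 KO. In Tet1/2 DKO 11 genes were measured, 0 passed over all genes or over the list alone, and the adjusted p of the list was 0.232.

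**Figure D2:**
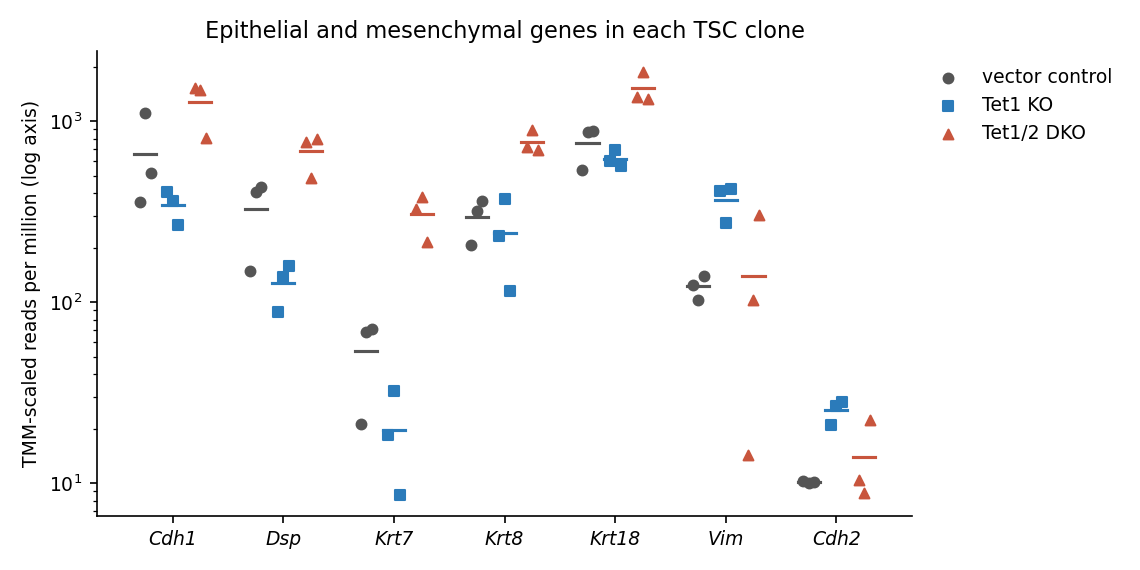
Levels of Cdh1, Dsp, Krt7, Krt8, Krt18, Vim and Cdh2 mRNA in TMM-scaled CPM (log axis) in each of 3 vector control, 3 Tet1 KO and 3 Tet1/2 DKO clones; points are clones and horizontal bars are means of the groups. The Tet1/2 DKO clones lie above all others in Krt7, Krt8 and Krt18, and the libraries labelled Tet1 KO above the vector control clones in Vim and Cdh2.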

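Compared directly, 4 of 19 measured genes of keratins and epithelial regulators and 4 of 33 junction genes were higher in Tet1/2 DKO than in Tet1 KO, and both lists were higher with camera but not with an estimated correlation (adjusted p = 0.264 and 0.215). Of the 19 measured genes of keratins and epithelial regulators, 4 were higher in Tet1/2 DKO and 0 lower (6 and 0 when adjusted over the list alone), with 17 positive fold changes and a median of 0.42. The adjusted p of the list was 3.33e-05 with camera. The 4 genes were Krt7 (log2 fold change 4.03, standard error 0.41, adjusted p = 0.00281 from limma), Krt8 (1.82), Krt18 (1.28) and Sfn (2.15). Of the 33 measured junction genes 4 were higher and 0 lower (6 and 0 over the list alone), with a median of 0.11 (adjusted p = 0.0217 with camera, 21 positive and 12 negative fold changes). These were Dsp (2.42), the cadherin genes Cdh3 (2.34) and Cdh1 (1.84, adjusted p = 0.0191), and the hemidesmosomal integrin Itgb4 (1.88). Cdh1, on chromosome 8 of GRCm38 from 106603350 to 106670247, was at 660 ± 392 TMM-scaled CPM in vector control (SD, n = 3), 345 ± 70.4 in Tet1 KO and 1273 ± 402 in Tet1/2 DKO. Neither mutant differed from vector control in Cdh1 past the threshold (log2 fold change −0.79, adjusted p = 0.699, and 1.06, adjusted p = 0.288). Tet1 KO includes the library labelled 7c, in which Cdh1 was at 267, and without that library the adjusted p of the keratin list was 5.65e-05. For these comparisons the reads of the separately scaled tables were recovered and scaled together. The count of 128 genes that differ between the mutants was 242 without 7c, 74 without 2a, 6 without A10, 7 without F2 and 75 without G8. The paper takes the ontology terms of both sets of differentially expressed genes as bearing out its earlier notion that TET proteins act in maintaining the epithelial character of TSCs.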

**Figure 2:**
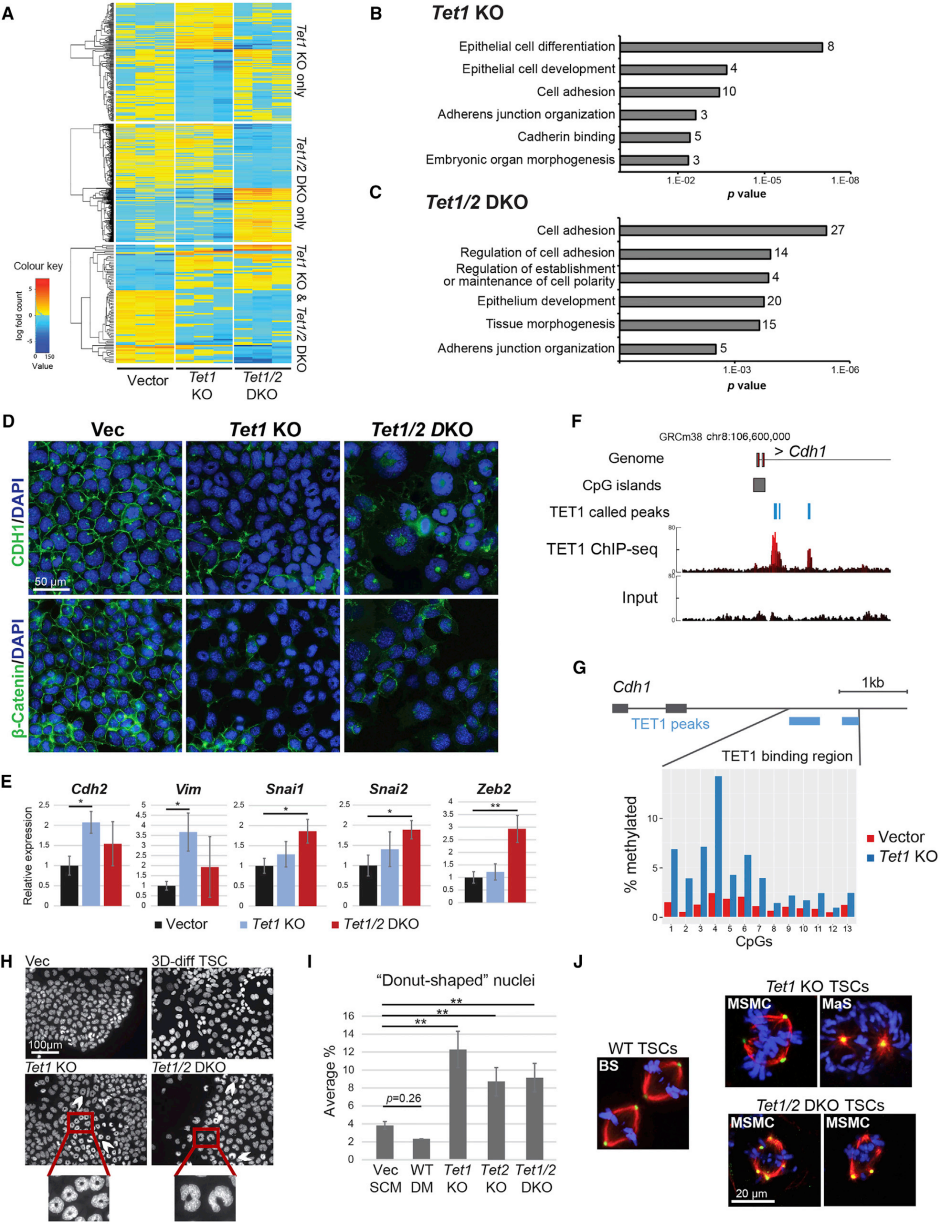
*Tet1* and *Tet1/2* Depletion Induces EMT and Centrosome Defects (A) Heatmap of differentially expressed genes between vector, *Tet1* KO, and *Tet1/2* DKO clones. n = 3 independent clones each. (B and C) Gene ontology term enrichment analysis for differentially expressed genes in *Tet1* KO cells (B) and in *Tet1/2* DKO cells (C). The numbers of genes in each enrichment term are also given. (D) IF staining for E-cadherin (CDH1) and β-catenin. Scale bar, 50 μm. (E) qRT-PCR expression analysis of mesenchymal markers. Data are mean ± SEM; ^∗^p < 0.05, ^∗∗^p < 0.01 (ANOVA with Holm-Bonferroni *post-hoc* test); n = 4 clones as independent replicates each. (F) TET1 ChIP-seq data displayed on a genome browser view for the *Cdh1* locus. Called peaks and actual peaks are displayed. (G) Bisulfite sequencing analysis across the TET1-bound region of the *Cdh1* locus, encompassing 13 individual CpG's, on vector control and *Tet1* KO TSCs. (H) DAPI-stained nuclei of vector, *Tet1* KO, and *Tet1/2* DKO clones grown in SCM, and 3-day differentiated WT TSCs. The white arrows point at ring- (donut) or crescent-shaped nuclei. Scale bar, 100 μm. (I) Unbiased quantification of donut-shaped nuclei by ImageJ analysis. WT DM are 3-day differentiated WT TSCs as shown in (H). ^∗∗^p < 0.01 (two-way ANOVA with Bonferroni *post-hoc* test). Measurements are of >400 cells each. (J) IF staining for α-tubulin (red), γ-tubulin (green), and chromatin (blue) in WT TSCs, *Tet1* KO, and *Tet1/2* DKO TSCs. Confocal images of representative spindle structures, including bipolar spindles (BS) in WT TSCs, multiastral spindles with multiple centrosomes (MSMC) resulting in misaligned chromosomes, and monoastral spindles (MaS), are shown. Scale bar, 20 μm. See also Figure S4.

Loss of cell-cell adhesion is a defining characteristic of EMT, a process linked to the onset of trophoblast differentiation and the acquisition of invasive characteristics (Parast et al., 2001). A hallmark of EMT is the downregulation of E-cadherin (CDH1), an epithelial marker, from the cell surface. IF staining showed that membrane localization of CDH1 was indeed disrupted in *Tet1* KO, *Tet2* KO, and *Tet1/2* DKO clones (Figures 2D and S2E). β-Catenin, a ligand of the cytoplasmic part of E-cadherin, was also absent from the cell membrane of mutant cells (Figure 2D), confirming an *adherens* junction defect concordant with the morphological appearance of mutant TSCs (Figures 1F and S3B). To further corroborate these results, we analyzed a collection of mesenchymal markers by qRT-PCR and found that N-cadherin (*Cdh2*) and vimentin (*Vim*) were upregulated in particular in the *Tet1* KO cells, while the EMT-promoting transcription factors *Snai1*, *Snai2*, and *Zeb2* were significantly upregulated in the *Tet1/2* DKO clones (Figure 2E).

### TSC-Specific TET1 Genome Occupancy Regulates Epithelial Genes

To pinpoint the role of TET proteins in EMT, we performed chromatin immunoprecipitation (ChIP) followed by sequencing (ChIP-seq) for TET1 as the most highly and most differentially expressed TET family member in TSCs. This analysis identified 6,331 TET1 peaks (Table S2) that were globally concentrated around transcriptional start sites (Figure S4B). 

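ChIP-seq, in which DNA bound to a protein is precipitated with an antibody and sequenced, was done for TET1 in unmodified TSCs of the blastocyst-derived line. The deposited samples are 3 TET1 ChIP libraries and 1 input library. The authors trimmed the reads, mapped them to GRCm38 with Bowtie and called peaks with MACS2 from the 3 libraries combined. The result is a list of 6331 intervals with start and end only. It holds no read counts, heights or scores, so the depth of the libraries and the strength of each peak are unknown, and the 3 libraries cannot be compared. The intervals lie on 21 chromosomes, with a mean width of 477 bp, a median of 383 bp and a range of 226 to 3581 bp. The 1706 rows of Table S2 that could be read all occur in the list.

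Peaks were set against the transcriptional start sites (TSSs) of 21851 protein-coding genes of GENCODE mouse release 21. A promoter was taken as 2000 bp upstream to 500 bp downstream of a TSS, and a gene with any overlapping peak there was counted as promoter-bound. Promoter-bound genes numbered 2615 of 21810 gene symbols (12.0%). For chance levels, intervals of the same widths were placed at random on the same chromosomes 1000 times. The random distances and classes come from 20 of these placements, and the random base composition from 1. Gene lists fixed before the data were examined were tested with Fisher's exact test (two-sided) against all 21810 genes, with Benjamini-Hochberg adjustment over the lists.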

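TET1 peaks lay at or near TSSs far more often than random intervals, with their highest density just downstream. Of the 6331 peaks 2967 (46.9%, Wilson 95% confidence interval 45.6 to 48.1) overlapped the window of 1000 bp either side of a TSS, against 2.65% of the same intervals placed at random (permutation test, p = 0.001, the smallest that 1000 placements can give). With all peaks shifted by 1000000 bp the share was 3.82%, above the highest of the random placements (3.25%). The densest bin was 250 to 500 bp downstream of the TSS, with the midpoints of 612 peaks (9.67%), and the bin from the TSS to 250 bp upstream held 189 (2.99%). The median distance from a peak to the nearest TSS was 1585 bp, against 63406 bp at random. Classed by their midpoint, 2246 peaks (35.5%) lay in promoters, 143 (2.26%) in exons, 2089 (33.0%) in introns and 1853 (29.3%) between genes, where random placement gave 2.70%, 2.57%, 35.5% and 59.2%. Peaks in promoters had a median GC content of 53.8% and a ratio of observed to expected CpGs of 0.559, other peaks 48.3% and 0.255, and random intervals 41.7% and 0.152. The widest peak in a promoter covered 3362 bp at Lpin1, a phosphatidate phosphatase gene, on chromosome 12 of GRCm38 from 16589349 to 16592710. Other wide ones lay at 1810009A15Rik and Gm49416 (3125 bp), Rbmxl1 and Slc10a7 (2614 bp), Mllt6 (2453 bp), the histone genes H2ac4 and H3c2 (2410 bp), Itprip (2236 bp) and Gm45208 (2198 bp). The peaks carry no heights, so these numbers count peaks and say nothing of their strength.

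**Figure D3:**
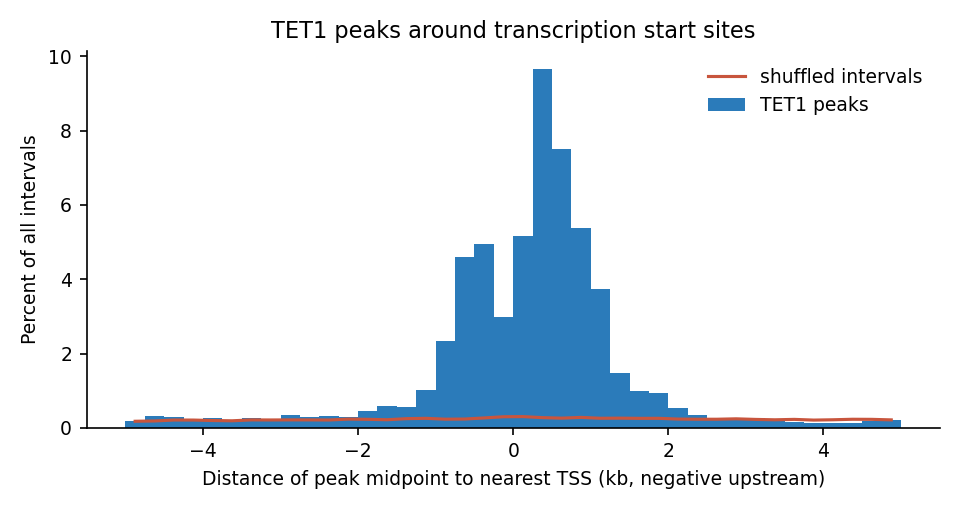
Share of the 6331 TET1 peaks (percent, vertical axis) by the distance of their midpoint from the nearest TSS (kb, horizontal axis, bins of 250 bp); bars are the TET1 peaks and the line is the mean of intervals of the same widths placed at random 20 times. The highest bar, 9.67%, is the bin from 250 to 500 bp downstream.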

Analysis with the Genomic Regions Enrichment of Annotations Tool (McLean et al., 2010) identified that these TET1-bound sites were significantly associated with genes involved in embryonic lethality, and specifically placental development and TGC differentiation (Figure S4C), indicating a highly TSC-specific binding profile of TET1. 

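TET1 peaks were frequent at the promoters of genes of the TSC state and of placental development, while for trophoblast giant cell genes no difference from all genes passed the test. Of 18 genes of the TSC state 11 were promoter-bound (61.1%, against 12.0% of all genes, adjusted p = 1.16e-05 from Fisher's exact test). Among them were Bmp4, the transcription factors Elf5, Eomes and Gata3, which maintain or specify trophoblast, the FGF receptor Fgfr2 and Id2. At Elf5 the peak lay on chromosome 2 of GRCm38 from 103423394 to 103424360, and at Eomes on chromosome 9 from 118478165 to 118478527. Elf5 held 5 peaks over its whole length, Esrrb 4 and Cdx2 1, and neither Esrrb nor Cdx2 had a peak in a promoter. Of 47 genes of placental development 15 were bound (31.9%, adjusted p = 0.00124), including Cited2 and E2f8. Of 30 genes of trophoblast giant cells 1 was bound, Mmp9 (adjusted p = 0.474), of 18 genes of spongiotrophoblast and glycogen cells 1, Gjb3 (adjusted p = 0.759), and of 15 genes of syncytiotrophoblast 2, Slc16a1 and Tfeb (adjusted p = 0.759). Of 23 genes of the FGF and ERK response, the pathway that keeps TSCs in the stem cell state, 10 were bound (43.5%, adjusted p = 0.000909), among them Dusp6, Egr1, Etv4, Etv5, Fos and Ier2. Of 18 marker genes of endothelium and blood, 20 of extra-embryonic endoderm and 12 of fibroblasts 0 were bound (adjusted p = 0.387, 0.387 and 0.588), and of 16 of pluripotent stem cells 1, Zfp42 (adjusted p = 0.759), and of 12 of mesoderm 1, Foxf1 (adjusted p = 1). Among expressed genes only, which are bound more often, the TSC state list still passed (11 of 18, adjusted p = 0.0244), whereas placental development (15 of 41, adjusted p = 0.276) and the FGF and ERK response (adjusted p = 0.0829) did not. The lists were tested by promoter, not by the regulatory domains of the tool used in the paper.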

When selecting those genes with promoter-associated TET1 peaks for GO analysis, the annotation categories “cell cycle” and “cell-cell *adherens* junctions” were among the top most significantly enriched terms (p = 2.78 × 10^−23^ and p = 1.97 × 10^−17^, respectively). 

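Genes of mitosis and the cyclin and CDK genes were promoter-bound more often than other genes, while for cell-cell junction genes the difference did not pass the test. Of 40 genes of mitosis 17 were bound (42.5%, adjusted p = 1.16e-05 from Fisher's exact test), among them Anln, Aurka, Bub1b, Ccnb1, Cdc20 and Cenpe. Of 39 genes of cyclins, CDKs and their regulators 16 were bound (41.0%, adjusted p = 3.14e-05), including Ccnd3, Ccne2, Ccnf, Cdc25a and Cdk1. At Ccnb1, which encodes cyclin B1, the peak lay on chromosome 13 of GRCm38 from 100785614 to 100786488 and at Cdk1 on chromosome 10 from 69352040 to 69352913. The promoters of Ccnd1, Ccne1, Cdkn1a and Kif11 held 0 peaks. Of 39 genes of cell-cell junctions and polarity 7 were bound (17.9%, adjusted p = 0.474), Cldn4, Ctnna1, Ctnnd1, Llgl2, Nectin2, Nectin3 and Tjp2, which belong to tight and adherens junctions and to cell polarity. The list is not the ontology term of the paper and also holds desmosomal genes. Ctnnb1, which encodes β-catenin, had 0 peaks. With a window of 5000 bp either side of the TSS in place of the promoter, junction genes were among 11 lists past the threshold. Of 24 genes of keratins and epithelial regulators 4 were bound, Esrp2, Grhl2, Krt19 and Prss8 (adjusted p = 0.721), and of 29 mesenchymal and EMT genes 1, Sparc (adjusted p = 0.474). Against the expressed genes alone the adjusted p was 0.0647 both for mitosis (17 of 40) and for cyclins, CDKs and their regulators (15 of 33).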

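On the log2 scale the mean expression of promoter-bound genes was slightly lower in both mutants than in vector control, as was that of other genes. Over 2204 promoter-bound genes with RNA-seq values, the mean of log2(value + 1) was 5.64 ± 0.0215 in vector control (SD, n = 3 clones), 5.59 ± 0.0258 in Tet1 KO and 5.62 ± 0.0105 in Tet1/2 DKO. Tet1 KO was lower by a log2 difference of −0.05, with every clone below every vector control clone (exact permutation test, two-sided p = 0.1, the smallest that 3 clones against 3 allow). Scaled by library totals only, the clones of the 2 groups overlapped (exact permutation test, two-sided p = 0.3). The lowest of the Tet1 KO clones was the library labelled 7c, in which Tet1 mRNA itself lay among the vector control clones on the TMM scale. Tet1/2 DKO was lower by −0.02 (exact permutation test, two-sided p = 0.3). Over the 6990 genes without a promoter peak the differences were −0.03 in Tet1 KO and −0.02 in Tet1/2 DKO (exact permutation test, two-sided p = 0.3 for both). No shift of the promoter-bound genes relative to the others passed the test (p = 0.570 in Tet1 KO and p = 0.983 in Tet1/2 DKO with camera, a model fitted across all genes, without an exact test of its own). Bound genes were expressed at a higher level than other genes, whose mean was 5.15 ± 0.0268 in vector control. On the linear scale the mean over bound genes was 131 ± 3.02 TMM-scaled CPM in vector control, 146 ± 24.4 in Tet1 KO and 134 ± 5.84 in Tet1/2 DKO, so the direction turned, as it did for the other genes (94.9 ± 2.10, 107 ± 20.6 and 97.2 ± 4.22). The bound-gene mean was 136 in 2a, 128 in 8a and 173 in the library labelled 7c, whose size factor was low. Linear means over bound and other genes together follow the TMM size factors, so this turn does not test the bound genes.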

Overall, expression levels of these genes were positively correlated with TET1 binding, as mean expression was higher in wild-type (WT) than in *Tet1* KO and *Tet1/2* DKO TSCs, although this effect was fairly mild (Figure S4D). This collection of TET1-bound EMT genes included the *Cdh1* locus itself (Figure 2F). 

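Cdh1, which encodes E-cadherin, held 3 TET1 peaks, all in its second intron, and 0 in its promoter. The transcript used lies on chromosome 8 of GRCm38 from 106603379 to 106669362 on the forward strand, with 17 exons over 65984 bp. Exon 1 ends at 106603542, exon 2 runs from 106604287 to 106604407 and exon 3 begins at 106649001, so the second intron takes up most of the gene. The first peak, from 106605932 to 106606387, was 456 bp wide with its midpoint 2781 bp downstream of the TSS. It had a GC content of 49.6% and 8 CpGs, and it begins with the reference sequence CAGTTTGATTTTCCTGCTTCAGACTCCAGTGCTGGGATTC. The second, from 106606694 to 106606939, was 246 bp wide, lay 3438 bp downstream and had a GC content of 63.4% with 10 CpGs. The third, from 106611112 to 106611483, was 372 bp wide, lay 7919 bp downstream and had a GC content of 49.5% with 4 CpGs. Of the other cadherin and EMT genes the paper names, Cdh2, Vim, Snai1, Snai2, Zeb2 and Ctnnb1 held 0 peaks between the ends of the gene or in the promoter.

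**Figure D4:**
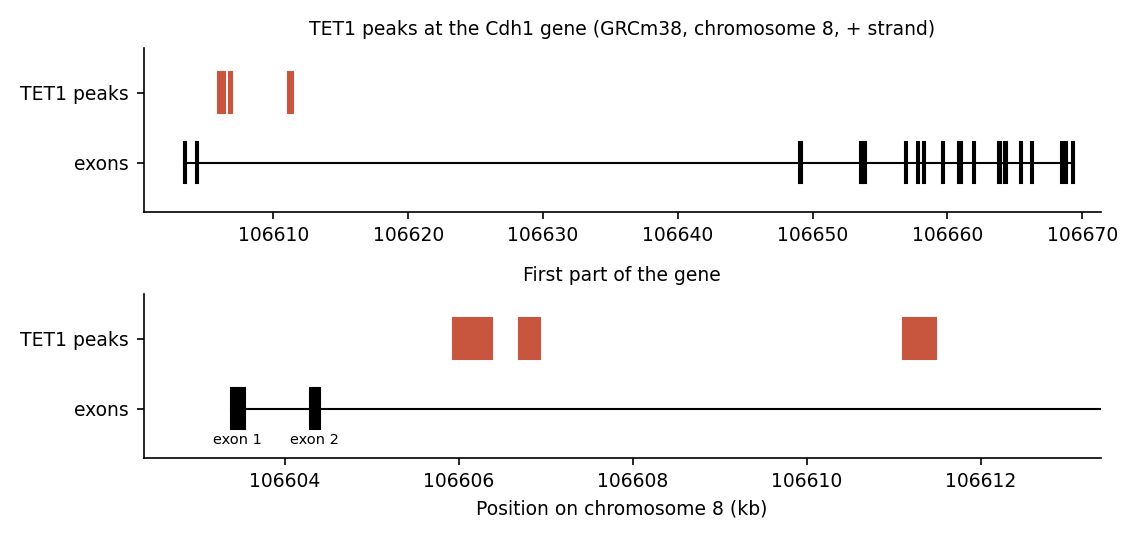
Map of Cdh1 on chromosome 8 of GRCm38 (position in kb on the horizontal axis), over the whole gene and over its first part; black boxes are exons and red boxes are TET1 peaks. The 3 peaks lie in the second intron, 2781 to 7919 bp downstream of the TSS.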

Finally, we performed bisulfite sequencing of the *Cdh1* locus in WT and *Tet1* KO cells and found that DNA methylation levels are increased across the TET1-bound region in the absence of TET1 (Figure 2G).

Collectively, these results indicated that TET1 is necessary to maintain the epithelial character of trophoblast through direct regulation of critical EMT gene loci.

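Genes that changed in the Tet1/2 DKO clones were promoter-bound by TET1 about as often as other genes. Of the 117 changed genes 26 had a promoter peak (22.2%), against 24.0% of the genes that did not change (Fisher's exact test, two-sided p = 0.744). Of the 47 genes that rose 12 were bound (25.5%) and of the 70 that fell 14 (20.0%). In Tet1 KO limma called 0 genes, so this share could not be formed with it. Of the 7 junction genes with a promoter peak, all measured, 5 had a positive and 2 a negative fold change in Tet1/2 DKO (lowest adjusted p = 0.238 from limma), and 3 a positive and 4 a negative one in Tet1 KO (lowest adjusted p = 0.701). Their log2 fold changes in Tet1/2 DKO and Tet1 KO were 0.64 and −0.39 for Cldn4, a claudin of tight junctions, −0.03 and 0.14 for Ctnna1, 0.17 and −0.46 for Ctnnd1, which encodes p120-catenin, 0.22 and −0.10 for Llgl2, −0.38 and 0.06 for Nectin2, 0.59 and −0.17 for Nectin3, and 0.16 and 0.12 for Tjp2. With the likelihood ratio test of edgeR and the limits met by Table S1, 77 of 390 changed genes were bound in Tet1/2 DKO (19.7% against 24.2% of others, Fisher's exact test, two-sided p = 0.0456) and 32 of 138 in Tet1 KO (23.2% against 23.8%, p = 0.92). Within quartiles of mean expression, each with fewer genes, the difference in Tet1/2 DKO did not pass (Fisher's exact test, p = 0.145, 0.156, 0.476 and 0.862 from the lowest quartile up). From the ontology terms and mean expression of promoter-bound genes and from the peaks and methylation at Cdh1 together, the paper reasons that TET1 regulates EMT genes directly and so maintains the epithelial character of trophoblast.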

### Altered Nuclear Morphology of *Tet1* KO and *Tet1/2* DKO TSCs

During inspection of immunostained TSCs we noted that a substantial proportion of mutant cells exhibited “crescent”- or “donut”-shaped nuclei (i.e., nuclei with a central hole devoid of chromatin; Figure 2H), a phenotype that has been associated with defects in centrosome separation (Verstraeten et al., 2011). By contrast, this donut shape was far less frequently observed in WT TSCs, both in the stem cell state or after differentiation (Figure 2I). Treatment of TSCs with Monastrol, an inhibitor of the motor protein kinesin EG5, which is important for spindle bipolarity (Kapitein et al., 2005), recapitulated this nuclear phenotype, thus confirming a centrosome separation defect in *Tet1* KO and *Tet1/2* DKO TSCs (Figure S4E). IF staining for α-tubulin and γ-tubulin to examine spindle fibers and centrosomes, respectively, revealed that the donut-shaped mutant cells indeed exhibited centrally located centrosomes resulting in the formation of monoastral spindles (Kapoor et al., 2000), very similar to Monastrol-treated TSCs (Figures 2J and S4F). In addition, some mitotic *Tet1* and *Tet1/2* DKO cells appeared to have multiple centrosomes, causing multiastral fibers and chromosome misalignment (Figure 2J). Collectively, these data demonstrated that centrosome duplication and/or separation was defective in *Tet1*- and *Tet1/2*-depleted TSCs. Since centrosomes are important for the establishment of cell polarity, this nuclear rearrangement may also contribute to the EMT phenotype of *Tet* mutant TSCs (Agircan et al., 2014).

### *Tet1/2* DKO TSCs Exhibit Cell-Cycle Defects and Polyploidy

Mutant cell morphology and the specific centrosome separation defects prompted us to investigate mitotic progression in KO and DKO cells more closely. Cell-cycle analysis by flow cytometry revealed that *Tet1/2* DKO cells, unlike *Tet1* and *Tet2* KO and vector cells, had undergone at least one endocycle, as evident by a broader 4N peak and a distinct 8N cell population, which constituted 40% of the total population (Figures 3A and 3B).

**Figure 3:**
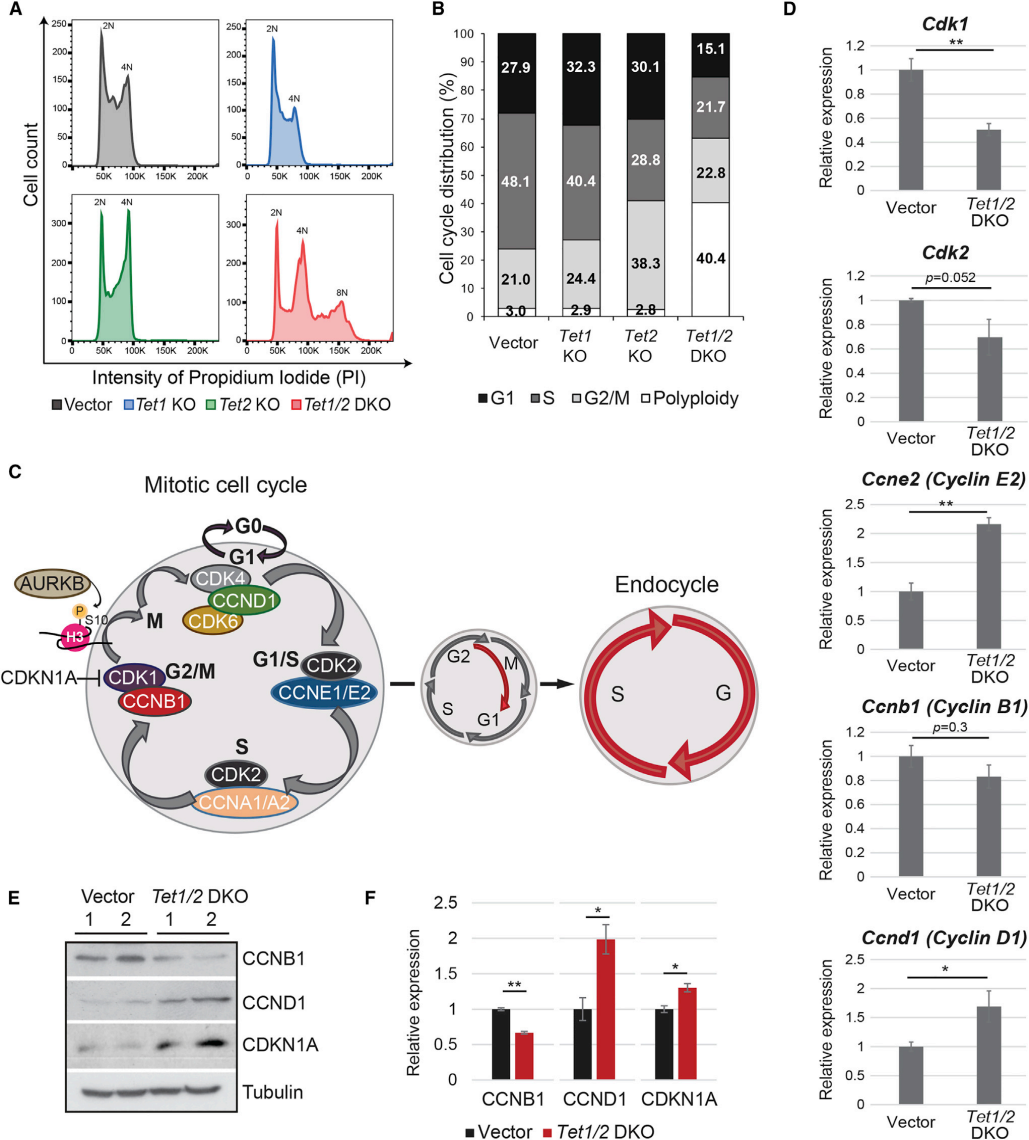
*Tet1/2* DKO Clones Undergo Endoreduplication (A) Cell-cycle distribution determined by propidium iodide (PI) staining of vector, *Tet1* KO, *Tet2* KO, and *Tet1/2* DKO cells. 2N DNA content indicates cells in G1 phase. 4N indicates cells in either G2 or M phase. >4N peaks denote polyploid cells. Graphs are representative of three independent experiments. (B) Quantification of data in (A) (C) Diagram showing the distinct cyclin-CDK complexes governing cell-cycle progression and the transition from a mitotic to an endoreduplicative cell cycle. (D) Expression analysis of cell-cycle components by qRT-PCR. Data are mean ± SEM; ^∗^p < 0.05, ^∗∗^p < 0.01 (ANOVA with Holm-Bonferroni *post-hoc* test); n = 3 independent replicates each. (E) Western blot analysis of cyclin B1 (CCNB1), cyclin D1 (CCND1), and CDKN1A (also known as P21) levels. Blots shown are representative of three independent replicates. Tubulin was used as loading control. (F) Quantification of protein band intensities of western blots in (E). Data are normalized against tubulin relative to vector control. ^∗^p < 0.05, ^∗∗^p < 0.01 (unpaired t test); n = 3 independent replicates.

In normal mitotic cells, cyclins and CDKs govern faithful cell-cycle progression (Figure 3C). Endoreduplication is the result of mitosis bypass, such that DNA synthesis and G phase follow each other in the absence of cytokinesis. Hence, we first analyzed expression of a variety of cyclins and CDKs in *Tet1/2* DKO clones versus vector clones by qRT-PCR (Figure 3D). *Cdk1* expression was significantly decreased, whereas *Cyclin D1* (*Ccnd1*) and *Cyclin E2* (*Ccne2*) were upregulated upon *Tet1/2* deletion. E-Cyclins are particularly indicative of endocycling TGCs, thus confirming the above observations (Parisi et al., 2003). Although *Cyclin B1* (*Ccnb1*) and *Cdk2* expression remained unchanged, cyclin B1 protein levels were significantly lower in *Tet1/2* mutant cells, indicating a post-transcriptional effect of TET1/2 depletion on cyclin B1 stability (Figures 3E and 3F). In addition, cyclin D1 and cyclin-dependent kinase inhibitor 1A ([CDKN1A], also known as P21) protein levels were significantly increased in *Tet1/2* DKO cells (Figures 3E and 3F). The upregulation of CDKN1A in combination with decreased cyclin B1 suggested a potential defect in the mitotic machinery of *Tet1/2* DKO cells, specifically at the level of CDK1 activity, as CDK1 can be inhibited by CDKN1A activity and rendered inactive in the absence of cyclin B1 (Castedo et al., 2002).

### TET1/2 Are Required for Normal G2 to M Progression

The above results suggested that the propensity of *Tet1/2* DKO TSCs to enter the endoreduplicative cell cycle may be a consequence of a de-regulated mitotic machinery, specifically at the level of the G2/M players CDK1 and cyclin B1. Hence, we studied G2-M progression in more detail by staining for phosphorylated histone H3 serine 10 (H3S10P), a marker of chromosome condensation at late G2 phase. When plotting H3S10P intensity against cell size in asynchronous cell populations, it was clear that most of the large post-mitotic H3S10P-negative cells were comprised of *Tet1/2*-null cells, whereas the majority of cells with highest H3S10P intensity were small and almost exclusively made up of vector control cells (Figure 4A). These results corroborated our previous data on DKO cell size and proliferation differences. We then arrested cells at G2/M with the CDK1 inhibitor RO3306, followed by release at specific time points (Figures 4B and S5A). In vector control cells, H3S10P intensity peaked at 45 min post-release, indicating that most cells had progressed into the early stages of mitosis (Figures 4C and 4D). In contrast, many of the *Tet1/2* DKO cells stained negative for H3S10P at this time point, indicating that these cells were post-mitotic. At 60 min post-release, vector cells had progressed into anaphase as most of the H3S10P had disappeared. In the case of *Tet1/2* mutant cells, however, some H3S10P staining still persisted, implying that even the mitotic population progressed more slowly through G2 and/or M phase than control cells (Figures 4C and 4D). Moreover, Aurora kinase B (AURKB), the kinase that phosphorylates H3S10, was clearly downregulated in the released *Tet1/2* DKO cells compared with vector controls (Figures S5B and S5C).

**Figure 4:**
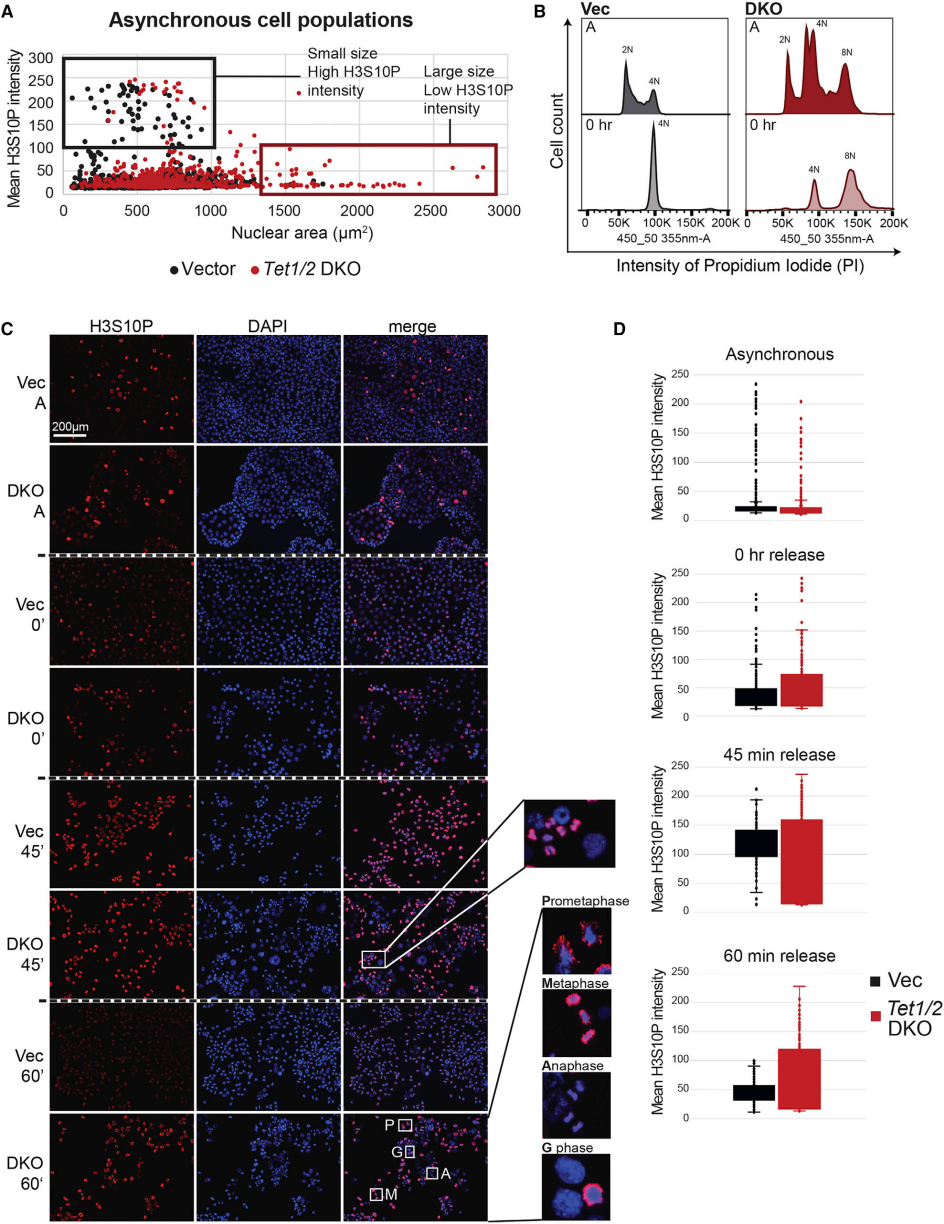
TET1/2 Are Required for Normal G2/M Progression (A) Scatterplot showing the mean H3S10P intensity plotted against nuclear surface area in asynchronous vector and *Tet1/2* DKO cells. (B) Cell-cycle distribution of asynchronous (“A”) and G2/M arrested (0 hr) vector and *Tet1/2* DKO cells. The cells were stained with PI and analyzed by flow cytometry on a linear scale. (C) IF staining for H3S10P in asynchronous and synchronized vector and *Tet1/2* DKO cells. Cells were arrested at G2/M phase with RO3306, 0 hr, and released with fresh medium for 45 and 60 min. DAPI staining (blue) was used to identify live nuclei. Scale bar, 200 μm. (D) Quantification of mean H3S10P intensity in asynchronous, arrested (0 hr), and released vector and *Tet1/2* DKO cells. Measurements are of >150 cells each per time point and genotype.

Overall, these results showed that *Tet1/2* deletion resulted in a generally slower cell-cycle progression, specifically through G2-M, which is likely to favor the bypass of mitosis and initiation of endoreduplication in TSCs.

### TET1/2 Stabilize Cyclin B1

In an attempt to explain how mitosis is bypassed in *Tet1/2* DKO cells, we examined the possibility of compromised cyclin B1 stability upon TET1/2 depletion, led by the significantly lower cyclin B1 protein levels in the *Tet1/2* DKO clones (Figures 3E and 3F). We arrested vector and *Tet1/2* DKO cells in G2/M phase to enrich for cyclin B1 protein, and then set up a protein stability assay by treating the cells with emetine, a translation inhibitor (Figure S5D). These data showed that cyclin B1 degraded much faster in the mutant cells than in controls, whereas other cyclins, notably cyclin D1, remained unchanged (Figures 5A and 5B). Proteasome inhibition with MG132 showed that the faster cyclin B1 degradation in *Tet1/2* DKO cells is proteasome dependent (Figures 5C and S5D). To further explain the mechanism by which TET proteins may be able to stabilize cyclin B1, we performed co-immunoprecipitation experiments, which revealed that cyclin B1 interacts with TET1 (Figure 5D). Collectively, these data suggest that TET1 binds to cyclin B1 and may help stabilize it, thereby ensuring G2/M progression in WT cells.

**Figure 5:**
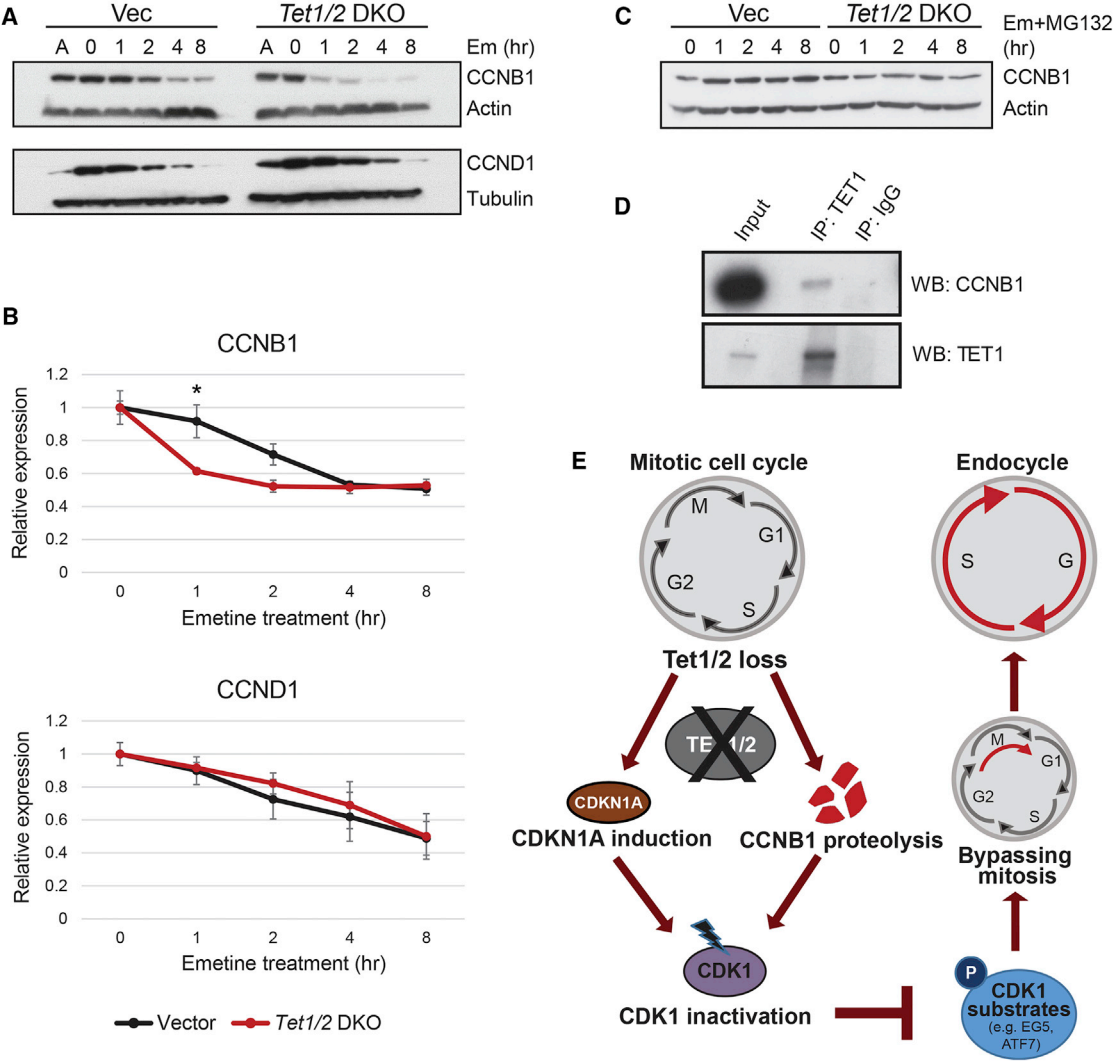
TET1/2 Stabilize Cyclin B1 (A) Western blots to determine cyclin B1 (CCNB1) and cyclin D1 (CCND1) stability in TSCs treated with the translation inhibitor emetine for the indicated time periods. (B) Quantification of band intensities (n = 4 independent replicates for cyclin B1 [CCNB1]; n = 2 independent replicates for cyclin D1 [CCND1]; ^∗^p < 0.05 [two-way ANOVA with Holm-Sidak's multiple comparisons test]. 0 hr value was set to 1. (C) Analysis of cyclin B1 (CCNB1) levels following combined translation and proteasome inhibition with emetine (Em) and MG132 over the indicated time points. (D) Western blot of TET1 co-immunoprecipitates from ESCs assessed for cyclin B1 (CCNB1) interaction. (E) Model of cell-cycle defects induced by loss of TET1/2 depletion in TSCs. TET1/2 depletion results in CDKN1A (P21) upregulation, as well as enhanced cyclin B1 (CCNB1) degradation, both rendering CDK1 inactive. CDK1 inactivation prevents phosphorylation of CDK1 substrates, such as ATF7, which promotes M-phase entry via stabilization of AURKB, and the motor protein EG5, which is involved in bipolar spindle formation. Collectively, a defective G2/M progression results in bypass of mitosis and entry into the endocycle. See also Figure S5.

## Discussion

TET proteins have been extensively studied for their role in epigenetic reprogramming during development and in maintaining ESC pluripotency (Dawlaty et al., 2014, Ficz et al., 2011, Koh et al., 2011). Yet their role in the extra-embryonic lineage, and in particular in TSCs, has not been elucidated to date. Here, we show that TET1 and TET2 are critical for the maintenance of self-renewal potential and epithelial integrity of TSCs. Focusing on TET1 as the predominant TET family member in TSCs, we show that its genomic binding pattern is specific to the trophoblast compartment and includes a number of genes involved in epithelial integrity. In line with TET1's well-recognized epigenetic modifier activity, these loci appear to rely on TET1 binding to prevent the accumulation of repressive DNA methylation. Moreover, we uncover an important function of TET proteins in ensuring normal mitotic cell-cycle progression in trophoblast. Overall, these data underpin earlier evidence that suggested a role of the TET proteins, and specifically of TET1, in the placental trophoblast lineage (Dawlaty et al., 2011, Dawlaty et al., 2013, Khoueiry et al., 2017).

Interestingly, even though *Tet1/2* DKO cells exhibit a giant cell-like phenotype as indicated by their morphology, DNA content and increased giant cell marker expression, they did not seem to be functionally equivalent to WT TGCs. Thus, DKO cells did not acquire ploidy levels equivalent to *in vitro* differentiated TGCs, and the accumulation of ring- or crescent-shaped nuclei was only evident in mutant cells but was almost never observed in WT TSCs even upon differentiation. Thus, entering into the TGC path does not appear to be the result of a general differentiation-promoting mechanism that is triggered in the absence of TET1/2, but rather the direct consequence of impaired cell-cycle progression.

An intriguing phenotype of *Tet1* and *Tet1/2* mutant TSCs was the occurrence of centrosome abnormalities and defective spindle fiber formation. Specifically, *Tet1* and *Tet1/2* depletion resulted in mis-coordinated centrosome separation and progression of centriole duplication, evident by tripolar spindle formation arising from three centrioles, as well as multiastral spindles with multiple centrioles within individual mitotic mutant cells. The precise nature of these centrosome defects remains to be defined, insofar as centriole disengagement and/or centriole replicative growth may be faulty. In any case, since centrosome organization is closely linked to the establishment of cell polarity (Agircan et al., 2014), it is highly likely that the EMT phenotype that we commonly observed in the KO and DKO cells is tied to these nuclear rearrangements.

While the above phenotypes are shared between single and compound mutant TSCs, KO and DKO cells are distinct as far as proliferation rates and DNA content are concerned. These data suggest partially redundant functions of both, TET1 and TET2 proteins in cell-cycle progression, a conclusion underpinned by similar observations during mammalian development (Dai et al., 2016, Dawlaty et al., 2013). This also implies that centrosome defects alone do not explain the slower proliferation rates and increased frequency of endoreduplication. A previous study showed that both TET1 and TET2 regulate the transcription of genes related to DNA replication (e.g., *Mcm2/3/4/5/6*) and cell-cycle progression (e.g., *Ccne1*, *Md2l1*, and *E2f2*) in neural stem cells (Shimozaki, 2017). 

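At genes of DNA replication and of chromosome packaging, TET1 peaks were likewise found in TSCs. Of 37 genes of DNA replication 10 were promoter-bound (27.0%, against 12.0% of all genes, adjusted p = 0.0411 from Fisher's exact test), among them Mcm2, a subunit of the replicative helicase, with a peak on chromosome 6 of GRCm38 from 88897980 to 88898578, and Cdc45, Chaf1a, Dut, Fen1 and Orc1. The call ended against expressed genes alone, of which 24.0% were bound (adjusted p = 0.966), and with the midpoints of peaks (8 of 37, adjusted p = 0.206). Of the Mcm genes only Mcm2 among Mcm2 to Mcm6 was in the bound set. Of 24 replication-dependent histone genes, which are transcribed in S phase, 23 were bound (95.8%, adjusted p = 3.68e-19). These genes lie in clusters, so that a peak can fall in the promoters of several, and the 23 genes shared 26 peaks. Of 33 genes of the centrosome and centriole 7 were bound (21.2%, adjusted p = 0.311). Mad2l1, a spindle checkpoint gene of the mitosis list, was bound and Ccne1 was not. In RNA-seq, the log2 fold change of Mcm2 was −0.20 in Tet1/2 DKO (adjusted p = 0.58 from limma) and 0.30 in Tet1 KO (adjusted p = 0.74). Over the replication genes as a group, 26 of 37 had a negative fold change in Tet1/2 DKO (median −0.12, adjusted p = 0.316 with camera). In Tet1 KO 25 of the 37 had a positive one (median 0.19, adjusted p = 0.00613 with camera, adjusted p = 0.712 with an estimated correlation, and 0.0560 without V4), with the library labelled Tet1 KO 7c among the 3. In these 2 comparisons 0 of the replication genes passed over all genes tested, and over the list alone 1 was higher and 2 were lower in Tet1/2 DKO and 0 passed in Tet1 KO.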

We also observe TET1 enrichment at cell-cycle gene loci where it likely serves to maintain an open, active chromatin configuration, akin to our findings at the *Cdh1* locus. In addition, we show that TET1 physically interacts with cyclin B1, potentially stabilizing it. Thus, upon *Tet1/2* depletion cyclin B1 degrades much faster compared with vector control cells. The reduced stability of cyclin B1 explains its decreased levels in *Tet1/2* DKO cells. Lower cyclin B1 combined with increased CDKN1A abundance may interfere with normal CDK1 activation, a key requirement for timely G2/M progression (Figure 5E). CDK1 activation is also important to phosphorylate the motor protein EG5, triggering centrosome separation in late G2 phase (Smith et al., 2011). Indeed, inactivation of CDK1 in *Drosophila* converted mitotic wing disc cells into endoreduplicating cells with aberrant centriole duplication, giving rise to triple centriole configuration (Vidwans et al., 2003), a very similar phenotype to *Tet1/2* DKO TSCs. Interestingly, cancer cells are also often associated with aberrant centriole morphologies, indicating that our observations might give insight into defects underlying the mitotic instability of cancer cells.

Overall, we show that jointly, TET1 and TET2 safeguard the plasticity and self-renewal capacity of TSCs by maintaining epithelial integrity and preventing entry into the endoreduplicative cell cycle. Our data reveal a role of TET1/2 in cell-cycle progression, a function that may be exerted by multiple distinct mechanisms: canonical DNA binding of TET proteins helps maintain an active chromatin configuration at target loci and ensures adequate transcriptional output. In addition, we find that TET1/2 ablation is associated with a decrease in cyclin B1 levels, and suggest that TET1 may affect cyclin B1's stability by protein-protein interaction. Since, to the best of our current knowledge, the catalytic activity of TET proteins is solely targeted to nucleotide modifications, notably the oxidative conversion of 5mC to 5hmC and its downstream products, this function appears unrelated to epigenome modulation and expands our knowledge of the roles of TET's in key cellular processes.

## Experimental Procedures

### Stem Cell Culture

TSC lines were blastocyst-derived TS-Rs26, a kind gift of the Rossant lab, Toronto, Canada. TSCs were cultured in routine conditions (Senner et al., 2012, Tanaka et al., 1998). CRISPR-Cas9-mediated gene ablation was performed as described previously (Murray et al., 2016). Clones obtained were genotyped by PCR using primers spanning the targeted exon (Figure S2; Table S3); selected clones (five each) were further confirmed by Sanger sequencing, by IF (TET1), and by western blot (TET2). 

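The Tet1 guides of Table S3 with an exact match cut in exons 4 and 5 of 13. Guide a, GGCTGCTGTCAGGGAGCTCA, matches exon 5 of Tet1 on chromosome 10 of GRCm38 from 62833548 to 62833567, on the reverse strand of the chromosome, next to the PAM TGG. Guide b, AGAATGCAGGCGGCATGAC, matches exon 4 from 62840236 to 62840254 on the same strand, with the PAM GGG. For guide c, GTAAACCCCTGTGGGACGGC, 0 exact matches were found in the gene, where Table S3 places it in exon 2. The 3 Tet2 guides all match exon 3 of 12, in coding sequence on chromosome 3. Guide a, GAAAGTGCCAACAGATATCC, read from its reverse oligonucleotide, lies from 133485656 to 133485675 on the reverse strand (PAM AGG). Guide b, GAGTTCGGTTGCTTCGGTT, lies from 133487405 to 133487423 on the forward strand (PAM GGG), and guide c, TCTGTAAGTTGCTCGAATT, from 133486322 to 133486340 on the forward strand (PAM TGG). Which guide gave rise to which sequenced clone is not stated in the text. The sequenced clones labelled Tet1 KO are 2a, 8a and 7c, and in 7c Tet1 mRNA lay among the vector control clones on the TMM scale. The Tet1/2 DKO clones are A10, F2 and G8, and the controls V1, V4 and V5.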

For G2/M arrest, RO3306 (CDK1 inhibitor, Calbiochem-Merck, 217699) was added to SCM at a final concentration of 8 μM. For inhibition of bipolar spindle formation, cells were treated with 100 μM monastrol (CamBioScience, CAY15044) for 20 hr. Translation inhibition was achieved with 10 μM emetine (Sigma, E2375). Ten μm of MG132 (Calbiochem, Merck, 474787) was used for proteasome inhibition.

### IF Staining

For staining of cultured cells, cells were grown on coverslips, fixed with 4% paraformaldehyde for 10 min and permeabilized with PBS, 0.1% Triton X-100 for 15 min, or fixed and permeabilized with 100% methanol for 10 min. Blocking was carried out with PBS, 0.1% Tween 20, 0.5% BSA (PBT/BSA), followed by antibody incubation for 60 min. Primary antibodies and dilutions (in PBT/BSA) were: E-cadherin (CDH1) 1:200 (BD Biosciences, 610181), β-catenin 1:400 (BD Biosciences, 610153), 5hmC 1:2,000 (Active Motif, 39769), TET1 1:750 (GeneTex, GTX125888), TET2 1:100 (Abcam, ab124297), CDX2 1:400 (BioGenex, MU392-UC), α-tubulin 1:1,000 (Abcam, ab6160), and γ-tubulin 1:250 (Santa Cruz, sc7396). Primary antibodies were detected with the appropriate secondary Alexa Fluor 488 or 568 (Thermo Fisher Scientific) antibodies. Nuclei were counter-stained with DAPI. Photographs were taken with an Olympus BX61 epifluorescence microscope or a Zeiss LSM 780 confocal microscope.

Nuclear morphology (shape) was analyzed in ImageJ. In brief, after application of a background filter separate images were created of nuclei and donut holes. Their segmentation allowed for the identification of donut-shaped nuclei by the presence of a hole. Data were processed in Excel.

### Cell-Cycle and Proliferation Analysis

Cells were fixed in 70% ethanol/PBS and stained for 30 min in PBS containing 0.1 mg/mL RNAse and 50 μg/mL propidium iodide. Analysis was on a BD LSR II flow cytometer using FlowJo software.

For proliferation assays, 40,000 cells were seeded and viable cell counts determined after 2 and 4 days using the Muse Count & Viability Assay Kit (Merck Millipore, MCH100102) and Muse Cell Analyzer (Merck Millipore). Two-way ANOVA test was used to calculate statistical significance. All image quantification analyses were performed with ImageJ.

### qRT-PCR Expression Analysis

Gene expression analysis was performed using a standard protocol (Murray et al., 2016). qPCR was performed using SYBR Green JumpStart Taq ReadyMix (Sigma, S4438) and intron-spanning primer pairs (Table S3) on a Bio-Rad CFX96 or CFX384 thermocycler. Ct values were normalized to housekeeping genes (*Sdha* and *Dynein*). Where appropriate, Student's t test or ANOVA was performed to calculate statistical significance of expression differences. For all qRT-PCR data, n specifies biological replicates performed with independently derived clones.

### Transcriptome Sequencing (RNA-Seq)

Total RNA was extracted using TRI Reagent (Sigma, T9424), followed by DNase treatment using the TURBO-DNA-free Kit (Life Technologies, AM1907). mRNA was isolated using the Dynabeads mRNA Purification Kit (Life Technologies, 61006) and processed into indexed, strand-specific libraries using the ScriptSeq v.2 RNA-Seq Library Preparation Kit (Epicentre, SSV21106). Libraries were quantified and assessed using the KAPA Library Quantification Kit (KAPA Biosystems, KK4824) and Bioanalyzer 2100 System (Agilent). Indexed libraries were sequenced with a 100 bp single-end protocol on an Illumina HiSeq 2500 sequencer.

### ChIP-Seq

ChIP-seq library generation was carried out as described previously (Latos et al., 2015b). A total of 150 μg chromatin and 5 μg TET1 antibody (GeneTex, GTX125888) were used for each ChIP. ChIP as well as Input libraries were generated in biological triplicates. Sequencing libraries were quantified as above by Bioanalyzer 2100 System (Agilent) and using the KAPA Library Quantification Kit (KAPA Biosystems, KK4824). Indexed libraries from ChIP and Input samples were sequenced with a 50 bp paired-end protocol on an Illumina HiSeq 2500 sequencer.

### Bisulfite Sequencing

DNA from vector control (WT) and *Tet1* KO cells was bisulfite-converted using the EpiTect Kit (QIAGEN, 59104). The *Cdh1* locus was amplified with KAPA HiFi Hotstart Uracil+ ReadyMix (Roche, KK2801) using the primers listed in Table S3, which included a sequencing adaptor on the forward and reverse primers. The product was amplified and indexed using KAPA HiFi HotStart ReadyMix (Roche, KK2602). Libraries were quantified as above by Bioanalyzer 2100 System (Agilent) and using the KAPA Library Quantification Kit (KAPA Biosystems, KK4824), and sequenced with a 150 bp paired-end protocol on a MiSeq sequencer (Illumina), with 10% PhIX spike-in.

### Bioinformatic Analysis

RNA-seq raw fastq data were trimmed with trim-galore, using default parameters, and mapped to the *Mus musculus* GRCm38 genome assembly using TopHat v.2.0.12. Data were quantitated using the RNA-seq quantitation pipeline in Seqmonk software (www.bioinformatics.babraham.ac.uk), producing log2 reads per million reads of input values. A differentially expressed gene list was compiled through EdgeR analysis (p < 0.05), and heatmaps were produced based on hierarchical clustering. GO analysis was carried out using the DAVID bioinformatic tool (Huang da et al., 2009).

ChIP-seq raw fastq data were trimmed with trim-galore and then mapped to the *Mus musculus* GRCm38 genome assembly using Bowtie v.2.0. Peaks were called from three replicates with MACS2 (Zhang et al., 2008) using default parameters.

Bisulfite sequencing data were mapped to the *Mus musculus* GRCm38 genome assembly and processed using Bismark (www.bioinformatics.babraham.ac.uk) to find the percent methylation for each CpG. CpGs with <30 reads were filtered out, leaving CpGs 2–5, and 8–16 of the amplified region displayed in Figure 2G.

### 5-hmC Quantification

For unbiased quantification of total 5hmC by mass spectrometry, cells were lysed, DNA prepared, and analyzed by mass spectrometry as described previously (Senner et al., 2012). For relative quantification by dot blot, genomic DNA dilutions at 2, 1, and 0.5 μg were denatured, spotted on Amersham Hybond-N+, Nytran supercharge membrane, and UV crosslinked. The membrane was incubated with anti-5hmC antibody (Active Motif, 39769) at 1:10,000 at 4°C overnight, followed by detection with horseradish peroxidase-conjugated secondary antibody and ECL Reagent (GE Healthcare, RPN2106).

### Protein Co-immunoprecipitation

TSCs were washed and collected in 3 mL ice-cold PBS supplemented with protease inhibitors (Roche, 1836170). Nuclear extract preparations and co-immunoprecpation were performed essentially as described previously (Latos et al., 2015b), using Protein G Dynabeads (Thermo Fisher Scientific, 10004D) crosslinked to antibodies. Western blot analysis of the IPs along with immunoglobulin G-IPs and input controls were performed as described.

### Western Blotting

Protein lysates and western blots were prepared according to routine protocols. Primary antibodies used were: cyclin D1 1:200 (Merck Millipore, cc-12), cyclin B1 1:500 (Neomarker, Thermo Scientific, MS-868), AURKB 1:1,000 (Cell Signaling Technology, 3094), P21 (CDKN1A) 1:500 (BD Biosciences, 556431), TET2 1:1,000 (Abcam, ab124297), tubulin 1:2,500 (Abcam, ab6160), actin 1:2,000 (Santa Cruz, sc7210), and HSP90 1:5,000 (BD Biosciences, 610418). For all western blot data, n specifies biological replicates.

## Author Contributions

S.C., C.E.S., and V.P.-G. performed the bulk of the experiments. L.W. and S.B. performed bioinformatic analyses of RNA-seq, ChIP-seq, and bisulfite-seq data. E.F. and H.O. performed image analyses. S.C., C.E.S., S.B., L.W., V.P.-G., and M.H. designed the experiments, performed data interpretation, and wrote the manuscript.

## Accession Numbers

All sequencing data (RNA-seq, ChIP-seq, and bisulfite sequencing of the *Cdh1* locus) have been deposited under GEO: GSE109545.

## Supplemental Information

Document S1. Figures S1–S5 and Table S3

Table S1. List of Genes De-regulated in Tet1 Single and Tet1/2 Double Knockout TSCs, Related to Figure 2

Table S2. TET1 ChIP-Seq Peaks in TSCs, Related to Figure 2

Document S2. Article plus Supplemental Information

# Supplementary material for: A Critical Role of TET1/2 Proteins in Cell-Cycle Progression of Trophoblast Stem Cells
**Source:** Stem Cell Reports. 2018 Mar 22;10(4):1355–68. doi: 10.1016/j.stemcr.2018.02.014
**Supplement:** Document S2. Article plus Supplemental Information

A Critical Role of TET1/2 Proteins in Cell-Cycle Progression of Trophoblast Stem Cells

Stephanie Chrysanthou,^{1,2} Claire E. Senner,^{1,2} Laura Woods,^{1,2} Elena Fineberg,^{1,2} Hanneke Okkenhaug,³ Sarah Burge,¹ Vicente Perez-Garcia,^{1,2} and Myriam Hemberger^{1,2,*}

<https://doi.org/10.1016/j.stemcr.2018.02.014>

SUMMARY

The ten-eleven translocation (TET) proteins are well known for their role in maintaining naive pluripotency of embryonic stem cells. Here, we demonstrate that, jointly, TET1 and TET2 also safeguard the self-renewal potential of trophoblast stem cells (TSCs) and have partially redundant roles in maintaining the epithelial integrity of TSCs. For the more abundantly expressed TET1, we show that this is achieved by binding to critical epithelial genes, notably E-cadherin, which becomes hyper-methylated and downregulated in the absence of TET1. The epithelial-to-mesenchymal transition phenotype of mutant TSCs is accompanied by centrosome duplication and separation defects. Moreover, we identify a role of TET1 in maintaining cyclin B1 stability, thereby acting as facilitator of mitotic cell-cycle progression. As a result, *Tet1/2* mutant TSCs are prone to undergo endoreduplicative cell cycles leading to the formation of polyploid trophoblast giant cells. Taken together, our data reveal essential functions of TET proteins in the trophoblast lineage.

INTRODUCTION

Ten-eleven translocation (TET) proteins are epigenetic modifiers that catalyze the oxidation of 5-methylcytosine (5mC) into 5-hydroxymethylcytosine (5hmC) (He et al., 2011; Ito et al., 2011; Tahiliani et al., 2009). This reaction is the initial step in a series of events that ultimately leads to DNA demethylation. As such, the TET protein family (TET1, TET2, and TET3) has gained much attention in the field of epigenomic reprogramming during development and in stem cells (Amouroux et al., 2016; Dawlaty et al., 2014; Gu et al., 2011; Koh et al., 2011). Indeed, naive embryonic stem cells (ESCs) are enriched in 5hmC, but this epigenetic modification is rapidly lost as they differentiate. In pluripotent ESCs, TET1 and TET2 are the main proteins involved in the production of 5hmC (Koh et al., 2011). Accordingly, both genes are abruptly downregulated with differentiation (Costa et al., 2013; Koh et al., 2011). Moreover, *Tet1/2* knockout (KO) ESCs are depleted for 5hmC and are prone to differentiate (Dawlaty et al., 2013; Ito et al., 2010; Koh et al., 2011), indicating a direct functional role of these factors in ESC maintenance. In contrast, TET3 shows the opposite expression profile, as it is expressed at low levels in pluripotent ESCs but is upregulated upon differentiation (Koh et al., 2011). The essential role of TET proteins has also been demonstrated during early embryonic development as *Tet1/2/3* triple mutant embryos exhibit gastrulation defects and are embryonic lethal before mid-gestation (Dai et al., 2016).

Trophoblast stem cells (TSCs) can be viewed as the developmental counterpart of ESCs. Like ESCs, they can

be derived from the blastocyst-stage mouse embryo, but they originate from the outer trophoderm layer that is committed toward the trophoblast lineage, which ultimately gives rise to the major cell types of the placenta (Tanaka et al., 1998). TSCs can be maintained as a self-renewing stem cell population in culture, and they retain their entire differentiation repertoire *in vitro*, as well as *in vivo* when reintroduced into chimeras (Latos and Hemberger, 2016). This includes the unique ability of trophoblast to differentiate into giant cells through repeated rounds of endoreduplication, resulting in cells with a DNA content of up to 1,000N (Hemberger, 2008). While endoreduplication happens physiologically as part of the trophoblast giant cell (TGC) differentiation program, it can also be induced by depleting important cell-cycle proteins, particularly those which are part of the mitotic apparatus (Ullah et al., 2009). For example, chemical inhibition of cyclin-dependent kinase 1 (CDK1) in TSCs triggers endoreduplication accompanied by TGC differentiation (Ullah et al., 2008). The CDK1/cyclin B1 complex is one of the prime drivers of mammalian mitosis; thus, once the complex is disturbed, via CDK1 inactivation or absence of cyclin B1 from the nucleus, mitosis cannot take place. In the absence of mitosis, two main scenarios are possible; either initiation of endocycles in cells that are programmed to endoreduplicate, such as TSCs, or apoptosis in cells that are not, such as ESCs (Ullah et al., 2008).

In this study, we demonstrate that TET1 and TET2 are jointly required to maintain the stem cell state of TSCs. TET1/2 deletion triggers the initiation of trophoblast differentiation, reflected by an altered gene expression profile,

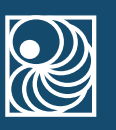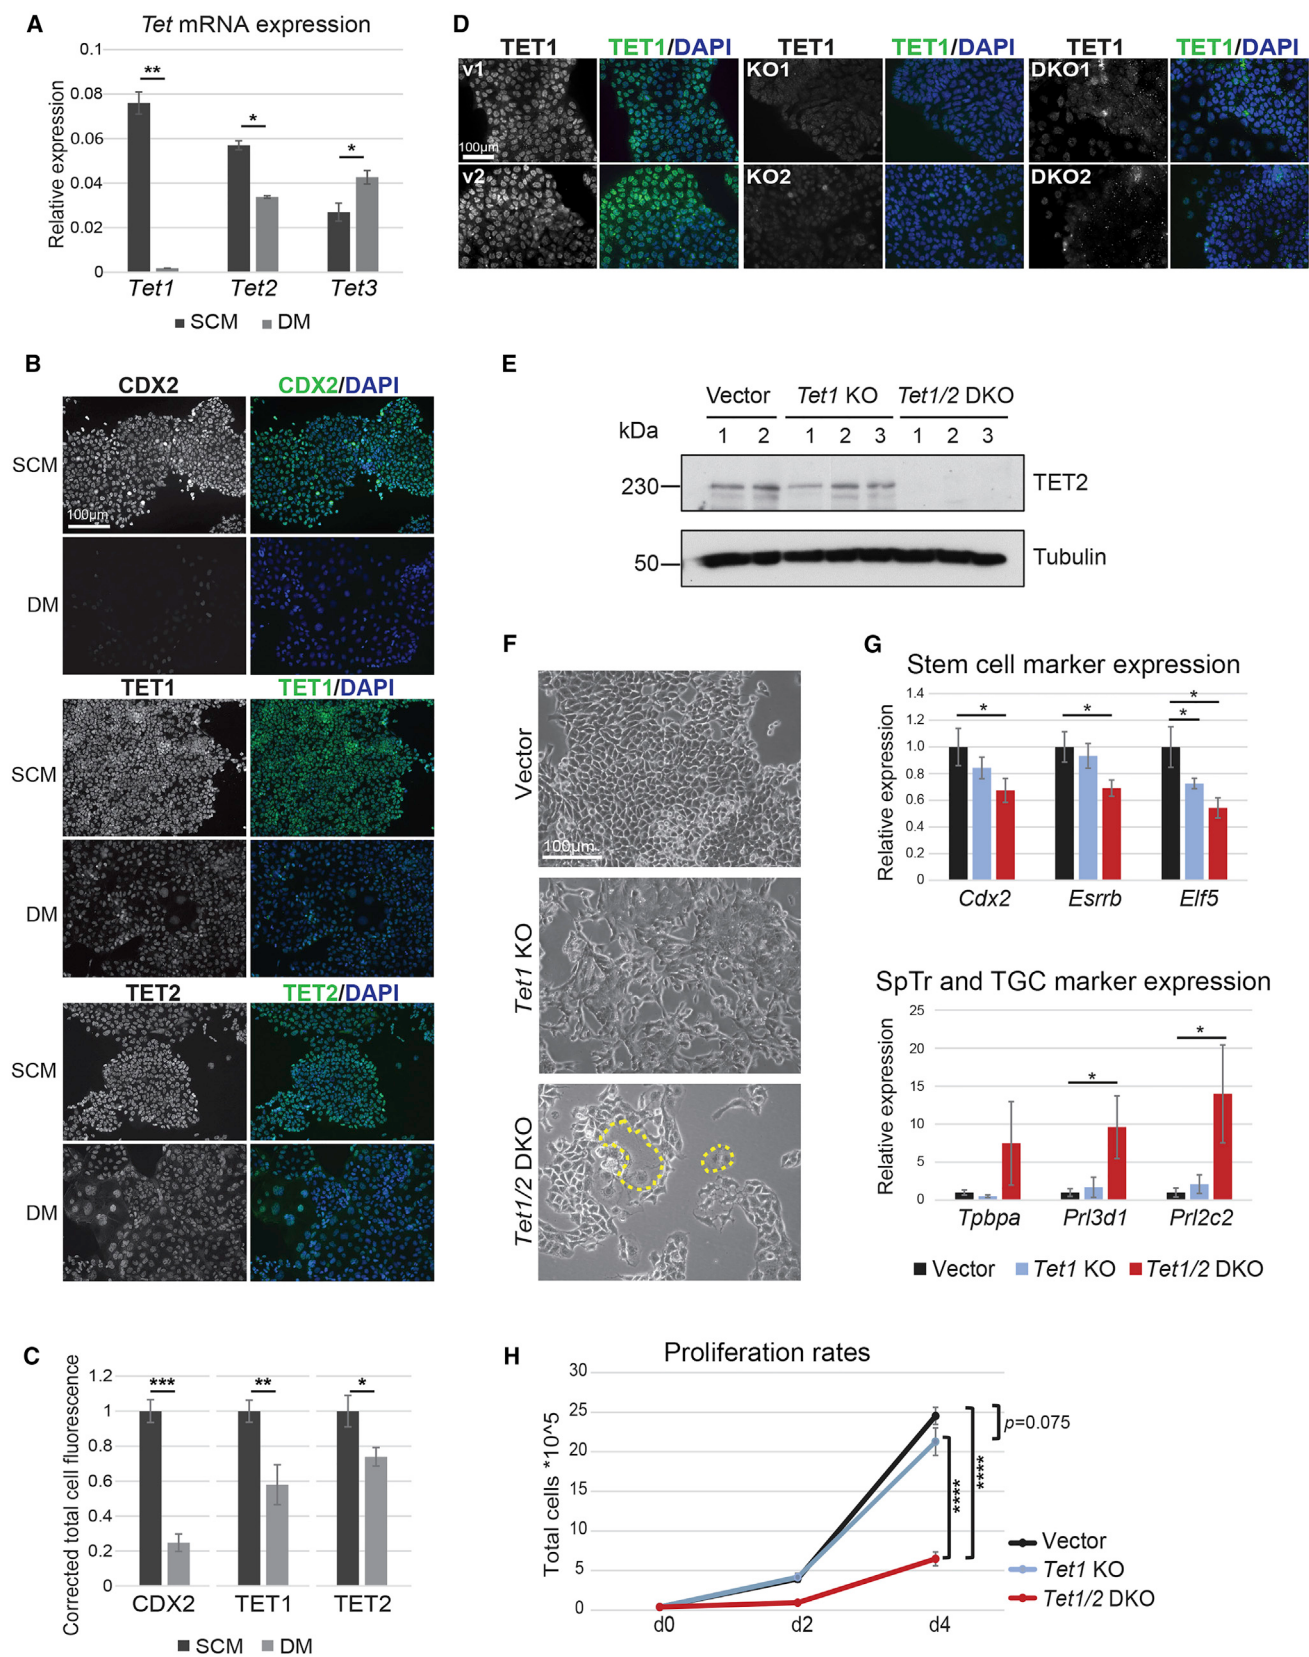

(legend on next page)

increased ploidy and epithelial-to-mesenchymal transition (EMT). Importantly, we show that TET proteins have a unique role in the trophoblast cell cycle. TET1/2 are required for normal centrosome separation and G2-M progression via stabilization of cyclin B1, thereby enabling the CDK1-cyclin B1 complex to form, which is required to sustain the mitotic cell cycle in TSCs.

RESULTS

TET1/2 Expression Is Associated with the Stem Cell State of TSCs

Since TET proteins have been implicated in ESC self-renewal and pluripotency, we asked whether they might have similar functions in maintaining the stem cell state of TSCs. We confirmed that all three genes are expressed in TSCs, albeit *Tet1* and *Tet2* at much lower levels compared with ESCs (Figure S1A). Nonetheless, by assessing TSCs grown in stem cell conditions (stem cell media [SCM]) and after 3 days of differentiation (differentiation media [DM]), it was evident that *Tet1* and, to a lesser extent, *Tet2* mRNA levels were significantly higher in TSCs than in differentiated trophoblast cells, whereas *Tet3* was upregulated with trophoblast differentiation (Figure 1A). We further confirmed the downregulation of TET1 and TET2 with TSC differentiation on the protein level by immunofluorescence (IF) staining (Figures 1B and 1C). Selective withdrawal of either of the two growth factor requirements of TSCs, i.e., fibroblast growth factor (FGF) or the transforming growth factor β component commonly provided as fibroblast-conditioned medium, indicated that expression of *Tet1* as well as *Tet2* predominantly depended on FGF signaling (Figure S1B). Collectively, these data showed that akin to the situation in ESCs, TET1 and TET2 expression levels positively correlate with the stem cell state of TSCs.

Tet1/2 DKO TSCs Exhibit Diminished Stem Cell Potential

To define the role of TET1 and TET2 in maintaining the TSC state and their specific functions in the trophoblast compartment, we established *Tet1* single (KO) and *Tet1/2* double knockout (DKO) TSC lines by CRISPR/Cas9-mediated gene ablation using three different guideRNAs per gene to rule out prominent off-target effects. KO and DKO clones were confirmed by genotyping PCRs, Sanger sequencing, IF staining, and western blot (Figures 1D and 1E). They were also functionally validated based on global levels of 5hmC, which was significantly reduced in mutant clones (Figures S2A and S2B).

Morphologically, *Tet1* KO and *Tet1/2* DKO cells appeared more loosely organized and did not form the tight epithelial colonies characteristic of control TSCs (Figure 1F). Comparatively, however, the *Tet1/2* DKO TSCs exhibited a far more pronounced phenotype and contained a significant fraction of cells that were larger in size and exhibited morphological characteristics of TGCs (Figures 1F and S2C). To tease apart any additional effects incurred by TET2, we therefore also established *Tet2* single KO TSCs (Figure S2D). They appeared morphologically similar to *Tet1* single KOs, insofar as the cells were more loosely organized and lacked the sharp epithelial colony boundaries characteristic of TSCs (Figures S2E and S3), while not displaying as many markedly differentiated TGC-like cells as the DKOs. In line with these morphological observations, the expression levels of TSC markers were mildly reduced in *Tet1* and *Tet2* single KOs, but this decrease was more pronounced in the DKO cells (Figures 1G and S2F). Conversely, markers of spongiotrophoblast and TGCs were upregulated in the *Tet1/2* DKO TSCs, as expected from their appearance (Figure 1G). Accordingly, *Tet1/2* DKO clones also exhibited significantly slower proliferation rates (Figure 1H). A differentiation time course

Figure 1. TET1 and TET2 Positively Correlate with the TSC State

- (A) qRT-PCR analysis of *Tet1,2,3* mRNA expression in TSCs cultured in stem cell media (SCM) or differentiation media (DM) over 3 days. Data are normalized against housekeeping genes *Sdha* and *Dynein*, and are displayed as mean $\pm$ SEM; * p < 0.05, ** p < 0.01 (ANOVA with Holm-Bonferroni *post-hoc* test); n = 3 independent replicates each.
- (B) Immunofluorescence (IF) staining for CDX2, TET1, and TET2 in TSCs cultured in SCM and DM. Scale bar, 100 μ m.
- (C) Quantification of total mean cell fluorescence of (B). * p < 0.05, ** p < 0.01; *** p < 0.001 (unpaired, one-sided *t* test). Measurements are of $\geq$ 100 cells each.
- (D) IF staining for TET1 in independent vector (v) control and *Tet1* KO and *Tet1/2* DKO clones. Scale bar, 100 μ m.
- (E) Western blot for TET2 on vector control, *Tet1* KO and *Tet1/2* DKO TSCs. Tubulin was used as loading control.
- (F) Phase contrast images of vector control, *Tet1* KO and *Tet1/2* DKO clones grown in SCM. Yellow dotted lines indicate enlarged giant cell-like cells. Scale bar, 100 μ m.
- (G) qRT-PCR analysis of TSCs and differentiation markers in vector control (set to 1) and mutant clones. SpTr, spongiotrophoblast; TGC, trophoblast giant cells. Data are mean $\pm$ SEM; * p < 0.05 (ANOVA with Holm-Bonferroni *post-hoc* test); n = 4 clones as independent replicates each.
- (H) Analysis of proliferation rates over a 4-day period. **** p < 0.0001 (two-way ANOVA with Holm-Sidak's multiple comparisons test); n = 5 independent replicates each.
- See also Figures S1–S3.

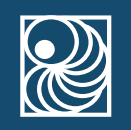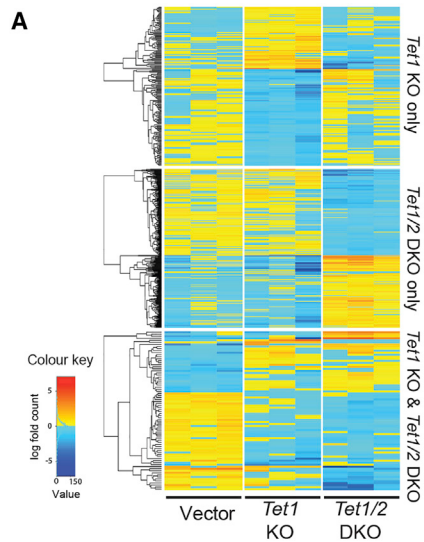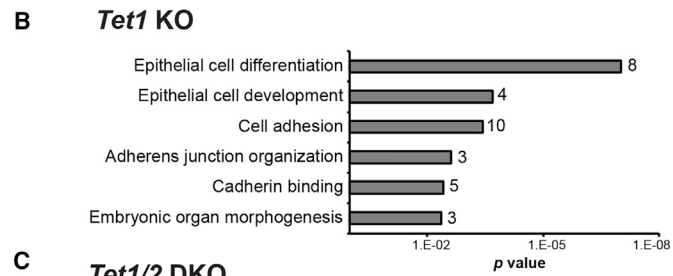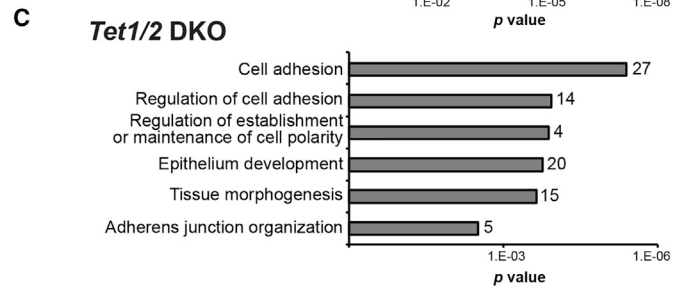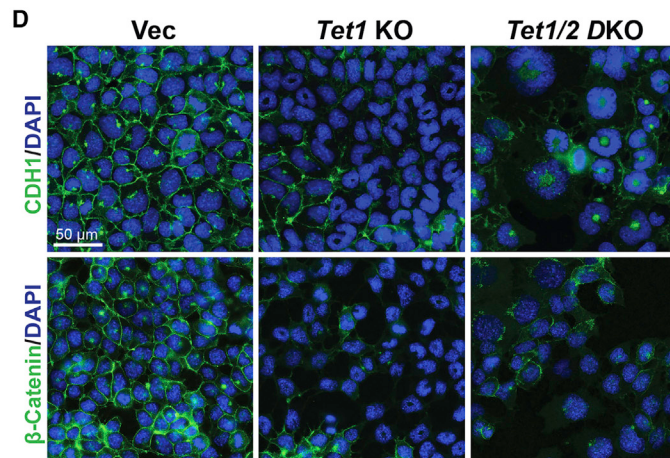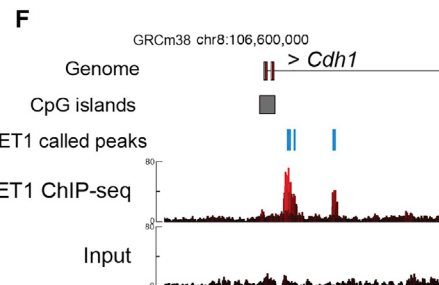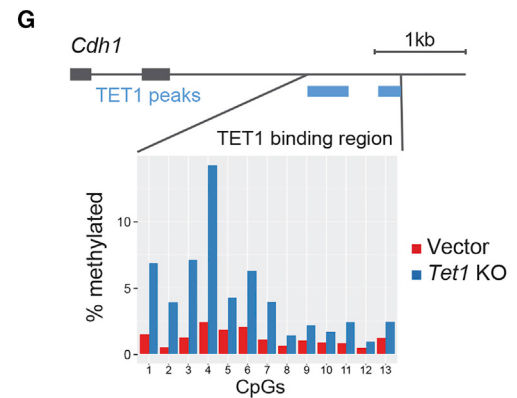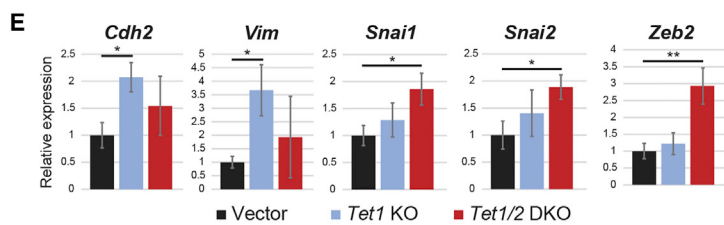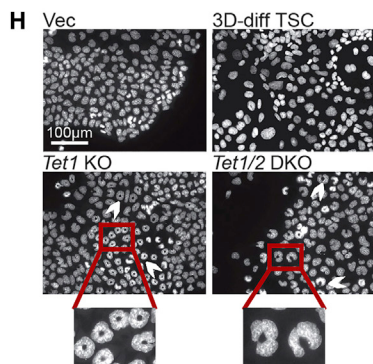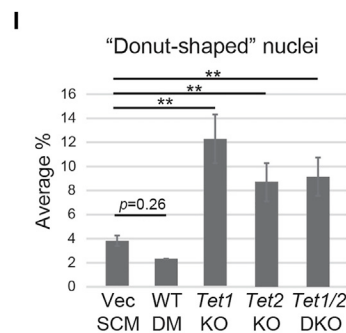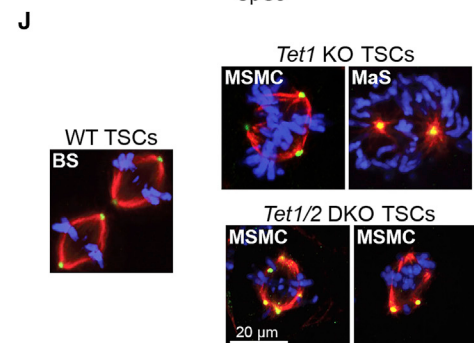

(legend on next page)

corroborated these general observations, with TGC differentiation generally accelerated in KO/DKO cells compared with vector control cells, while syncytiotrophoblast formation was delayed (Figures S2G and S3). Overall, these data indicated that both proteins may have partially redundant roles in maintaining the epithelial integrity of TSCs, whereas combined absence of TET1 and TET2 interferes more acutely with TSC maintenance.

Tet1/2 Null TSCs undergo EMT

To gain more detailed insights into the molecular changes caused by loss of TET1 and TET2, we performed global expression profiling by RNA-seq on the *Tet1* KO, *Tet1/2* DKO, and vector control cells. This analysis identified 210 and 349 genes that were differentially expressed in the *Tet1* KO and *Tet1/2* DKO clones, respectively (Figure 2A; Table S1). Of these, 25 genes were commonly de-regulated between the *Tet1* KO and *Tet1/2* DKO clones (Figure S4A), which included, for example, *Nr0b1*, a key TSC gene that is acutely linked to the stem cell state (Latos et al., 2015a). Using the differentially expressed genes for gene ontology (GO) analysis revealed that both the *Tet1* KO and *Tet1/2* DKO gene sets were significantly enriched in pathways related to epithelial integrity, cell polarity, and cell adhesion (Figures 2B and 2C). This corroborated our notion of a critical function of TET proteins specifically in maintaining the epithelial character of TSCs.

Loss of cell-cell adhesion is a defining characteristic of EMT, a process linked to the onset of trophoblast differentiation and the acquisition of invasive characteristics (Parast et al., 2001). A hallmark of EMT is the downregulation of E-cadherin (CDH1), an epithelial marker, from the cell surface. IF staining showed that membrane localization of CDH1 was indeed disrupted in *Tet1* KO, *Tet2* KO, and *Tet1/2* DKO clones (Figures 2D and S2E). β -Catenin, a ligand

of the cytoplasmic part of E-cadherin, was also absent from the cell membrane of mutant cells (Figure 2D), confirming an *adherens* junction defect concordant with the morphological appearance of mutant TSCs (Figures 1F and S3B). To further corroborate these results, we analyzed a collection of mesenchymal markers by qRT-PCR and found that N-cadherin (*Cdh2*) and vimentin (*Vim*) were upregulated in particular in the *Tet1* KO cells, while the EMT-promoting transcription factors *Snai1*, *Snai2*, and *Zeb2* were significantly upregulated in the *Tet1/2* DKO clones (Figure 2E).

TSC-Specific TET1 Genome Occupancy Regulates Epithelial Genes

To pinpoint the role of TET proteins in EMT, we performed chromatin immunoprecipitation (ChIP) followed by sequencing (ChIP-seq) for TET1 as the most highly and most differentially expressed TET family member in TSCs. This analysis identified 6,331 TET1 peaks (Table S2) that were globally concentrated around transcriptional start sites (Figure S4B). Analysis with the Genomic Regions Enrichment of Annotations Tool (McLean et al., 2010) identified that these TET1-bound sites were significantly associated with genes involved in embryonic lethality, and specifically placental development and TGC differentiation (Figure S4C), indicating a highly TSC-specific binding profile of TET1. When selecting those genes with promoter-associated TET1 peaks for GO analysis, the annotation categories “cell cycle” and “cell-cell *adherens* junctions” were among the top most significantly enriched terms ($p = 2.78 \times 10^{-23}$ and $p = 1.97 \times 10^{-17}$, respectively). Overall, expression levels of these genes were positively correlated with TET1 binding, as mean expression was higher in wild-type (WT) than in *Tet1* KO and *Tet1/2* DKO TSCs, although this effect was fairly mild (Figure S4D). This collection of TET1-bound EMT genes included the *Cdh1* locus

Figure 2. *Tet1* and *Tet1/2* Depletion Induces EMT and Centrosome Defects

- (A) Heatmap of differentially expressed genes between vector, *Tet1* KO, and *Tet1/2* DKO clones. $n = 3$ independent clones each.
- (B and C) Gene ontology term enrichment analysis for differentially expressed genes in *Tet1* KO cells (B) and in *Tet1/2* DKO cells (C). The numbers of genes in each enrichment term are also given.
- (D) IF staining for E-cadherin (CDH1) and β -catenin. Scale bar, 50 μm .
- (E) qRT-PCR expression analysis of mesenchymal markers. Data are mean $\pm$ SEM; * $p < 0.05$, ** $p < 0.01$ (ANOVA with Holm-Bonferroni *post-hoc* test); $n = 4$ clones as independent replicates each.
- (F) TET1 ChIP-seq data displayed on a genome browser view for the *Cdh1* locus. Called peaks and actual peaks are displayed.
- (G) Bisulfite sequencing analysis across the TET1-bound region of the *Cdh1* locus, encompassing 13 individual CpG's, on vector control and *Tet1* KO TSCs.
- (H) DAPI-stained nuclei of vector, *Tet1* KO, and *Tet1/2* DKO clones grown in SCM, and 3-day differentiated WT TSCs. The white arrows point at ring- (donut) or crescent-shaped nuclei. Scale bar, 100 μm .
- (I) Unbiased quantification of donut-shaped nuclei by ImageJ analysis. WT DM are 3-day differentiated WT TSCs as shown in (H). ** $p < 0.01$ (two-way ANOVA with Bonferroni *post-hoc* test). Measurements are of >400 cells each.
- (J) IF staining for α -tubulin (red), γ -tubulin (green), and chromatin (blue) in WT TSCs, *Tet1* KO, and *Tet1/2* DKO TSCs. Confocal images of representative spindle structures, including bipolar spindles (BS) in WT TSCs, multiastral spindles with multiple centrosomes (MSMC) resulting in misaligned chromosomes, and monoastral spindles (MaS), are shown. Scale bar, 20 μm .
- See also Figure S4.

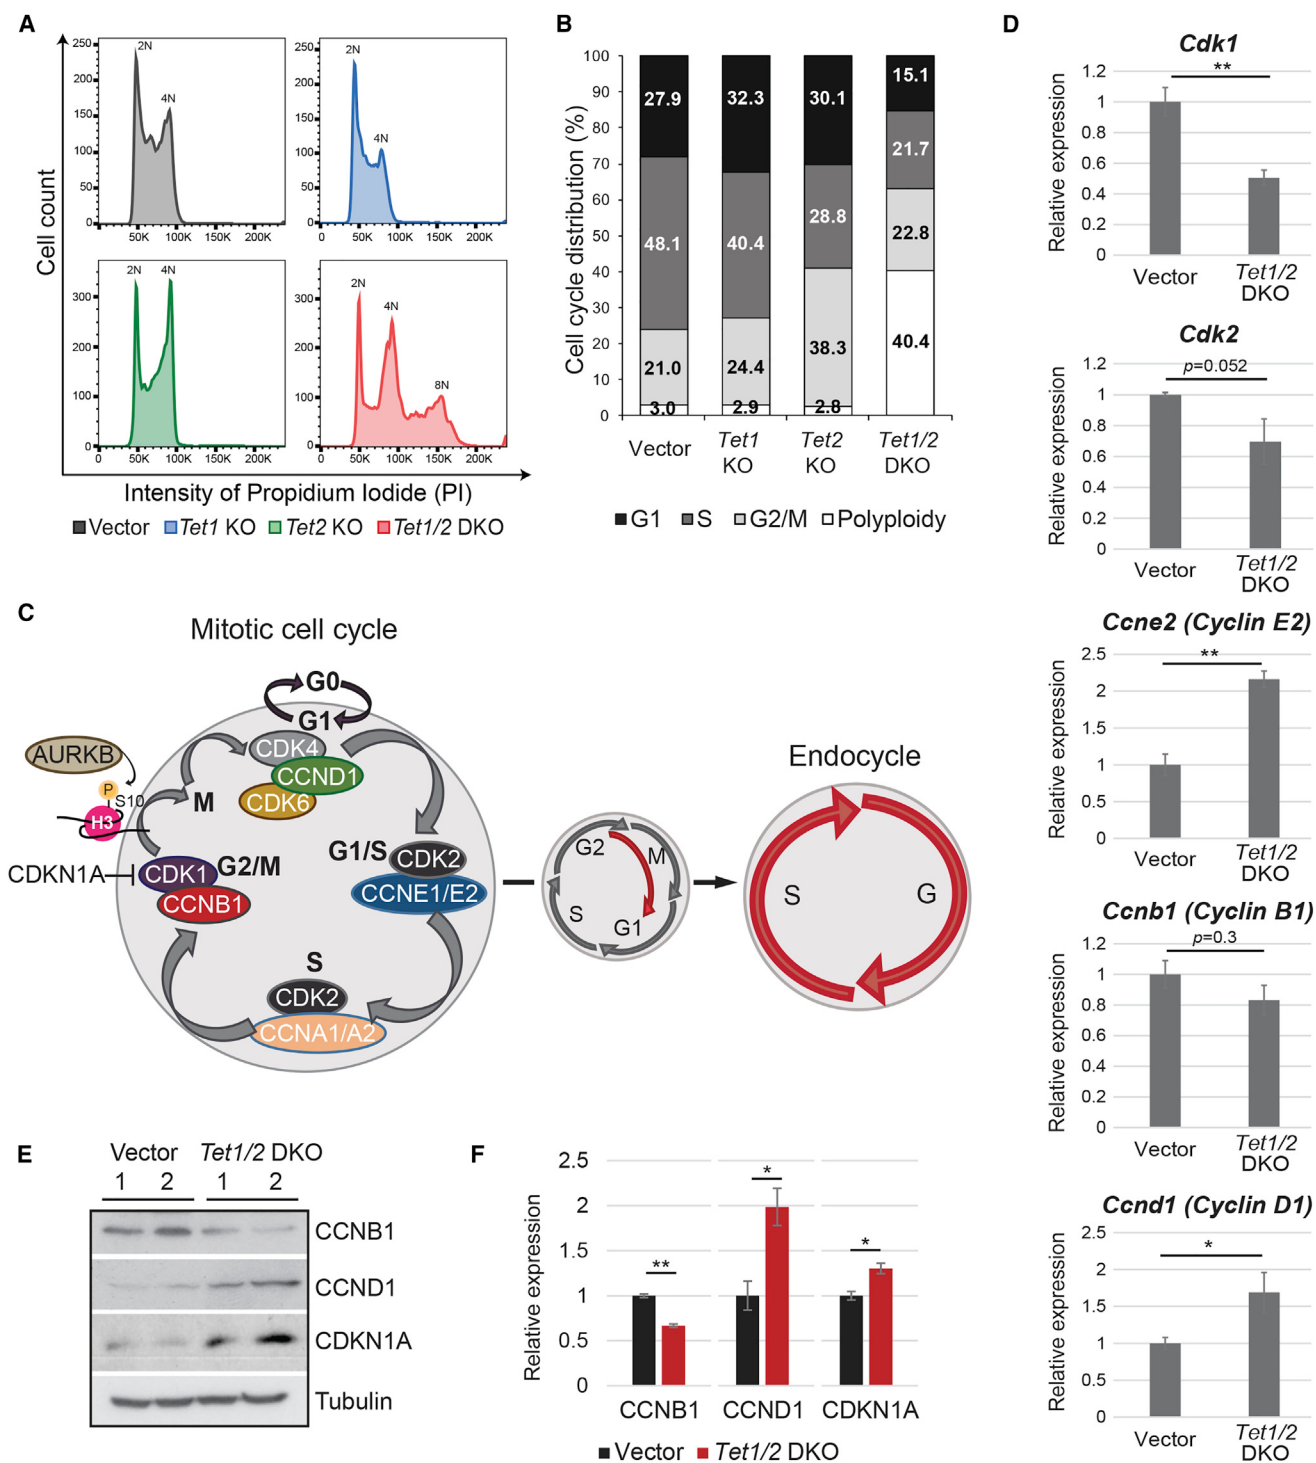

Figure 3. *Tet1/2* DKO Clones Undergo Endoreplication

(A) Cell-cycle distribution determined by propidium iodide (PI) staining of vector, *Tet1* KO, *Tet2* KO, and *Tet1/2* DKO cells. 2N DNA content indicates cells in G1 phase. 4N indicates cells in either G2 or M phase. >4N peaks denote polyploid cells. Graphs are representative of three independent experiments.

(B) Quantification of data in (A)

(legend continued on next page)

itself (Figure 2F). Finally, we performed bisulfite sequencing of the *Cdh1* locus in WT and *Tet1* KO cells and found that DNA methylation levels are increased across the TET1-bound region in the absence of TET1 (Figure 2G).

Collectively, these results indicated that TET1 is necessary to maintain the epithelial character of trophoblast through direct regulation of critical EMT gene loci.

Altered Nuclear Morphology of *Tet1* KO and *Tet1/2* DKO TSCs

During inspection of immunostained TSCs we noted that a substantial proportion of mutant cells exhibited “crescent”- or “donut”-shaped nuclei (i.e., nuclei with a central hole devoid of chromatin; Figure 2H), a phenotype that has been associated with defects in centrosome separation (Verstraeten et al., 2011). By contrast, this donut shape was far less frequently observed in WT TSCs, both in the stem cell state or after differentiation (Figure 2I). Treatment of TSCs with Monastrol, an inhibitor of the motor protein kinesin EG5, which is important for spindle bipolarity (Kapitein et al., 2005), recapitulated this nuclear phenotype, thus confirming a centrosome separation defect in *Tet1* KO and *Tet1/2* DKO TSCs (Figure S4E). IF staining for α -tubulin and γ -tubulin to examine spindle fibers and centrosomes, respectively, revealed that the donut-shaped mutant cells indeed exhibited centrally located centrosomes resulting in the formation of monoastrol spindles (Kapoor et al., 2000), very similar to Monastrol-treated TSCs (Figures 2J and S4F). In addition, some mitotic *Tet1* and *Tet1/2* DKO cells appeared to have multiple centrosomes, causing multiastral fibers and chromosome misalignment (Figure 2J). Collectively, these data demonstrated that centrosome duplication and/or separation was defective in *Tet1*- and *Tet1/2*-depleted TSCs. Since centrosomes are important for the establishment of cell polarity, this nuclear rearrangement may also contribute to the EMT phenotype of *Tet* mutant TSCs (Agircan et al., 2014).

Tet1/2 DKO TSCs Exhibit Cell-Cycle Defects and Polyploidy

Mutant cell morphology and the specific centrosome separation defects prompted us to investigate mitotic progression in KO and DKO cells more closely. Cell-cycle analysis by flow cytometry revealed that *Tet1/2* DKO cells, unlike

Tet1 and *Tet2* KO and vector cells, had undergone at least one endocycle, as evident by a broader 4N peak and a distinct 8N cell population, which constituted 40% of the total population (Figures 3A and 3B).

In normal mitotic cells, cyclins and CDKs govern faithful cell-cycle progression (Figure 3C). Endoreduplication is the result of mitosis bypass, such that DNA synthesis and G phase follow each other in the absence of cytokinesis. Hence, we first analyzed expression of a variety of cyclins and CDKs in *Tet1/2* DKO clones versus vector clones by qRT-PCR (Figure 3D). *Cdk1* expression was significantly decreased, whereas *Cyclin D1* (*Ccnd1*) and *Cyclin E2* (*Ccne2*) were upregulated upon *Tet1/2* deletion. E-Cyclins are particularly indicative of endocycling TGCs, thus confirming the above observations (Parisi et al., 2003). Although *Cyclin B1* (*Ccnb1*) and *Cdk2* expression remained unchanged, cyclin B1 protein levels were significantly lower in *Tet1/2* mutant cells, indicating a post-transcriptional effect of TET1/2 depletion on cyclin B1 stability (Figures 3E and 3F). In addition, cyclin D1 and cyclin-dependent kinase inhibitor 1A ([CDKN1A], also known as P21) protein levels were significantly increased in *Tet1/2* DKO cells (Figures 3E and 3F). The upregulation of CDKN1A in combination with decreased cyclin B1 suggested a potential defect in the mitotic machinery of *Tet1/2* DKO cells, specifically at the level of CDK1 activity, as CDK1 can be inhibited by CDKN1A activity and rendered inactive in the absence of cyclin B1 (Castedo et al., 2002).

TET1/2 Are Required for Normal G2 to M Progression

The above results suggested that the propensity of *Tet1/2* DKO TSCs to enter the endoreduplicative cell cycle may be a consequence of a de-regulated mitotic machinery, specifically at the level of the G2/M players CDK1 and cyclin B1. Hence, we studied G2-M progression in more detail by staining for phosphorylated histone H3 serine 10 (H3S10P), a marker of chromosome condensation at late G2 phase. When plotting H3S10P intensity against cell size in asynchronous cell populations, it was clear that most of the large post-mitotic H3S10P-negative cells were comprised of *Tet1/2*-null cells, whereas the majority of cells with highest H3S10P intensity were small and almost exclusively made up of vector control cells (Figure 4A).

(C) Diagram showing the distinct cyclin-CDK complexes governing cell-cycle progression and the transition from a mitotic to an endoreduplicative cell cycle.

(D) Expression analysis of cell-cycle components by qRT-PCR. Data are mean $\pm$ SEM; * p < 0.05, ** p < 0.01 (ANOVA with Holm-Bonferroni post-hoc test); n = 3 independent replicates each.

(E) Western blot analysis of cyclin B1 (CCNB1), cyclin D1 (CCND1), and CDKN1A (also known as P21) levels. Blots shown are representative of three independent replicates. Tubulin was used as loading control.

(F) Quantification of protein band intensities of western blots in (E). Data are normalized against tubulin relative to vector control. * p < 0.05, ** p < 0.01 (unpaired t test); n = 3 independent replicates.

A Asynchronous cell populations

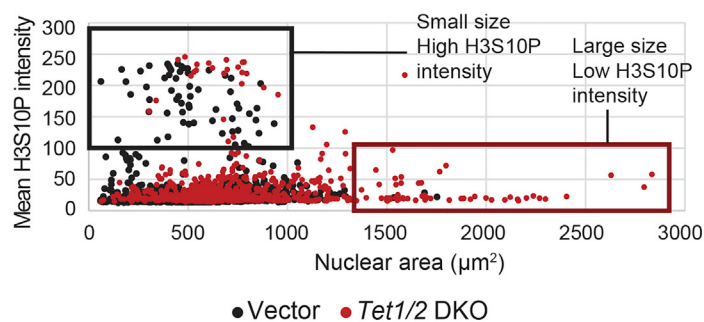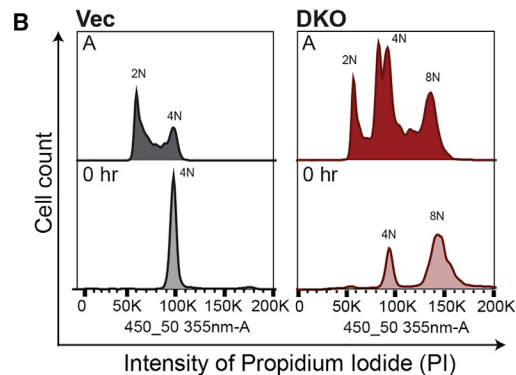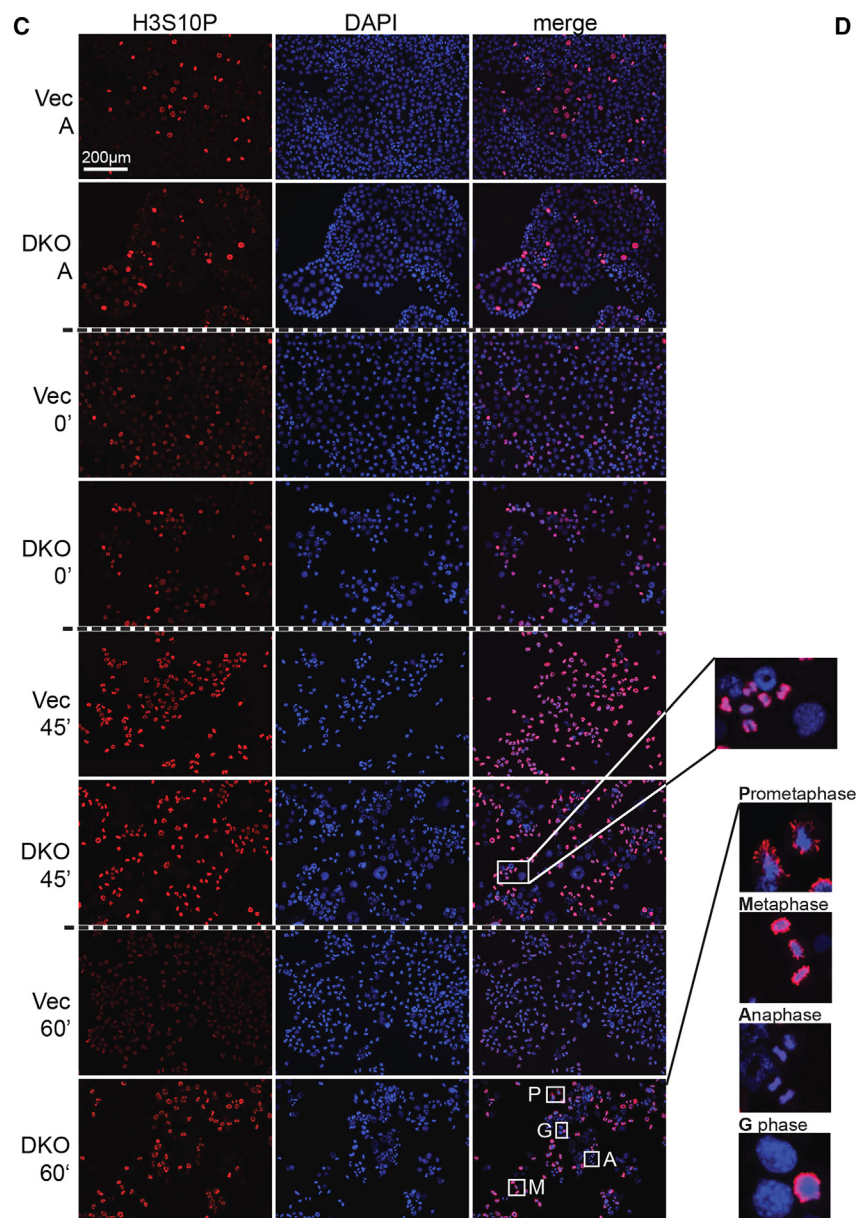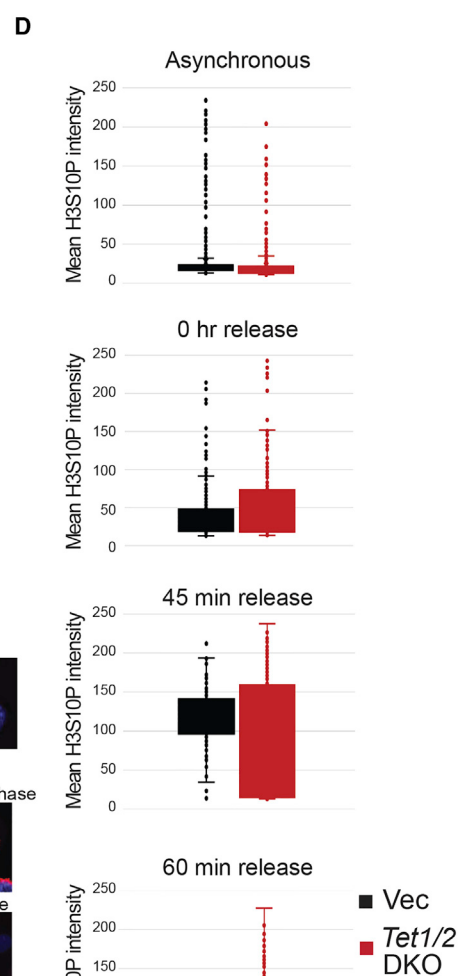

(legend on next page)

These results corroborated our previous data on DKO cell size and proliferation differences. We then arrested cells at G2/M with the CDK1 inhibitor RO3306, followed by release at specific time points (Figures 4B and S5A). In vector control cells, H3S10P intensity peaked at 45 min post-release, indicating that most cells had progressed into the early stages of mitosis (Figures 4C and 4D). In contrast, many of the *Tet1/2* DKO cells stained negative for H3S10P at this time point, indicating that these cells were post-mitotic. At 60 min post-release, vector cells had progressed into anaphase as most of the H3S10P had disappeared. In the case of *Tet1/2* mutant cells, however, some H3S10P staining still persisted, implying that even the mitotic population progressed more slowly through G2 and/or M phase than control cells (Figures 4C and 4D). Moreover, Aurora kinase B (AURKB), the kinase that phosphorylates H3S10, was clearly downregulated in the released *Tet1/2* DKO cells compared with vector controls (Figures S5B and S5C).

Overall, these results showed that *Tet1/2* deletion resulted in a generally slower cell-cycle progression, specifically through G2-M, which is likely to favor the bypass of mitosis and initiation of endoreduplication in TSCs.

TET1/2 Stabilize Cyclin B1

In an attempt to explain how mitosis is bypassed in *Tet1/2* DKO cells, we examined the possibility of compromised cyclin B1 stability upon TET1/2 depletion, led by the significantly lower cyclin B1 protein levels in the *Tet1/2* DKO clones (Figures 3E and 3F). We arrested vector and *Tet1/2* DKO cells in G2/M phase to enrich for cyclin B1 protein, and then set up a protein stability assay by treating the cells with emetine, a translation inhibitor (Figure S5D). These data showed that cyclin B1 degraded much faster in the mutant cells than in controls, whereas other cyclins, notably cyclin D1, remained unchanged (Figures 5A and 5B). Proteasome inhibition with MG132 showed that the faster cyclin B1 degradation in *Tet1/2* DKO cells is proteasome dependent (Figures 5C and S5D). To further explain the mechanism by which TET proteins may be able to stabilize cyclin B1, we performed co-immunoprecipitation experiments, which revealed that cyclin B1 interacts with TET1 (Figure 5D). Collectively, these data suggest that TET1 binds to cyclin B1

and may help stabilize it, thereby ensuring G2/M progression in WT cells.

DISCUSSION

TET proteins have been extensively studied for their role in epigenetic reprogramming during development and in maintaining ESC pluripotency (Dawlaty et al., 2014; Ficiz et al., 2011; Koh et al., 2011). Yet their role in the extra-embryonic lineage, and in particular in TSCs, has not been elucidated to date. Here, we show that TET1 and TET2 are critical for the maintenance of self-renewal potential and epithelial integrity of TSCs. Focusing on TET1 as the predominant TET family member in TSCs, we show that its genomic binding pattern is specific to the trophoblast compartment and includes a number of genes involved in epithelial integrity. In line with TET1's well-recognized epigenetic modifier activity, these loci appear to rely on TET1 binding to prevent the accumulation of repressive DNA methylation. Moreover, we uncover an important function of TET proteins in ensuring normal mitotic cell-cycle progression in trophoblast. Overall, these data underpin earlier evidence that suggested a role of the TET proteins, and specifically of TET1, in the placental trophoblast lineage (Dawlaty et al., 2011, 2013; Khoueiry et al., 2017).

Interestingly, even though *Tet1/2* DKO cells exhibit a giant cell-like phenotype as indicated by their morphology, DNA content and increased giant cell marker expression, they did not seem to be functionally equivalent to WT TGCs. Thus, DKO cells did not acquire ploidy levels equivalent to *in vitro* differentiated TGCs, and the accumulation of ring- or crescent-shaped nuclei was only evident in mutant cells but was almost never observed in WT TSCs even upon differentiation. Thus, entering into the TGC path does not appear to be the result of a general differentiation-promoting mechanism that is triggered in the absence of TET1/2, but rather the direct consequence of impaired cell-cycle progression.

An intriguing phenotype of *Tet1* and *Tet1/2* mutant TSCs was the occurrence of centrosome abnormalities and defective spindle fiber formation. Specifically, *Tet1* and *Tet1/2* depletion resulted in mis-coordinated centrosome separation and progression of centriole duplication, evident by

Figure 4. TET1/2 Are Required for Normal G2/M Progression

(A) Scatterplot showing the mean H3S10P intensity plotted against nuclear surface area in asynchronous vector and *Tet1/2* DKO cells.
(B) Cell-cycle distribution of asynchronous ("A") and G2/M arrested (0 hr) vector and *Tet1/2* DKO cells. The cells were stained with PI and analyzed by flow cytometry on a linear scale.
(C) IF staining for H3S10P in asynchronous and synchronized vector and *Tet1/2* DKO cells. Cells were arrested at G2/M phase with RO3306, 0 hr, and released with fresh medium for 45 and 60 min. DAPI staining (blue) was used to identify live nuclei. Scale bar, 200 μ m.
(D) Quantification of mean H3S10P intensity in asynchronous, arrested (0 hr), and released vector and *Tet1/2* DKO cells. Measurements are of >150 cells each per time point and genotype.

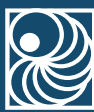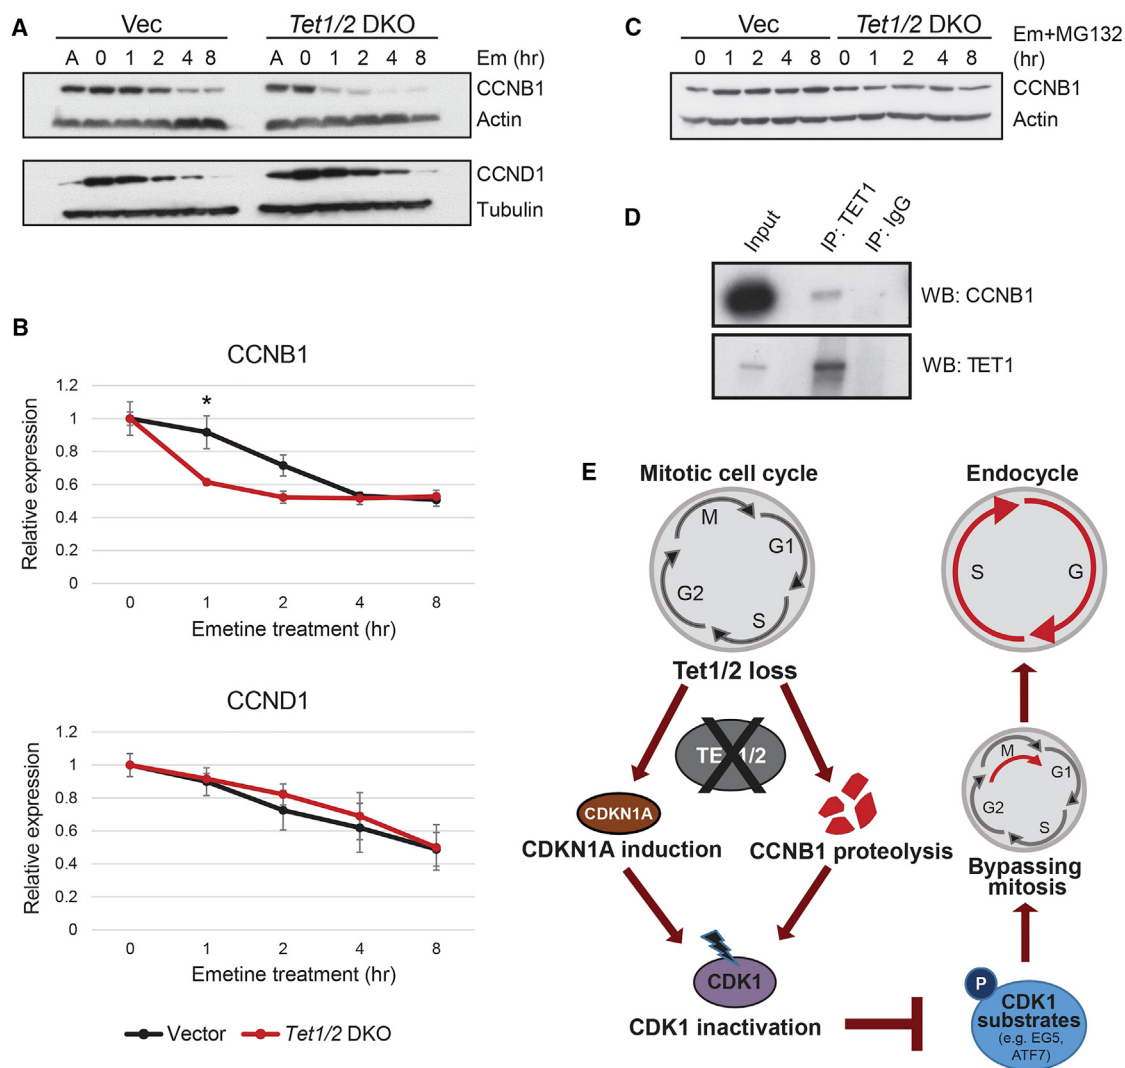

Figure 5. TET1/2 Stabilize Cyclin B1

(A) Western blots to determine cyclin B1 (CCNB1) and cyclin D1 (CCND1) stability in TSCs treated with the translation inhibitor emetine for the indicated time periods.

(B) Quantification of band intensities (n = 4 independent replicates for cyclin B1 [CCNB1]; n = 2 independent replicates for cyclin D1 [CCND1]; *p < 0.05 [two-way ANOVA with Holm-Sidak's multiple comparisons test]. 0 hr value was set to 1.

(C) Analysis of cyclin B1 (CCNB1) levels following combined translation and proteasome inhibition with emetine (Em) and MG132 over the indicated time points.

(D) Western blot of TET1 co-immunoprecipitates from ESCs assessed for cyclin B1 (CCNB1) interaction.

(E) Model of cell-cycle defects induced by loss of TET1/2 depletion in TSCs. TET1/2 depletion results in CDKN1A (P21) upregulation, as well as enhanced cyclin B1 (CCNB1) degradation, both rendering CDK1 inactive. CDK1 inactivation prevents phosphorylation of CDK1 substrates, such as ATF7, which promotes M-phase entry via stabilization of AURKB, and the motor protein EG5, which is involved in bipolar spindle formation. Collectively, a defective G2/M progression results in bypass of mitosis and entry into the endocycle.

See also Figure S5.

tripolar spindle formation arising from three centrioles, as well as multiastral spindles with multiple centrioles within individual mitotic mutant cells. The precise nature of these centrosome defects remains to be defined, insofar as centriole disengagement and/or centriole replicative

growth may be faulty. In any case, since centrosome organization is closely linked to the establishment of cell polarity (Agircan et al., 2014), it is highly likely that the EMT phenotype that we commonly observed in the KO and DKO cells is tied to these nuclear rearrangements.

While the above phenotypes are shared between single and compound mutant TSCs, KO and DKO cells are distinct as far as proliferation rates and DNA content are concerned. These data suggest partially redundant functions of both, TET1 and TET2 proteins in cell-cycle progression, a conclusion underpinned by similar observations during mammalian development (Dai et al., 2016; Dawlaty et al., 2013). This also implies that centrosome defects alone do not explain the slower proliferation rates and increased frequency of endoreduplication. A previous study showed that both TET1 and TET2 regulate the transcription of genes related to DNA replication (e.g., *Mcm2/3/4/5/6*) and cell-cycle progression (e.g., *Ccne1*, *Md21l*, and *E2f2*) in neural stem cells (Shimozaki, 2017). We also observe TET1 enrichment at cell-cycle gene loci where it likely serves to maintain an open, active chromatin configuration, akin to our findings at the *Cdh1* locus. In addition, we show that TET1 physically interacts with cyclin B1, potentially stabilizing it. Thus, upon *Tet1/2* depletion cyclin B1 degrades much faster compared with vector control cells. The reduced stability of cyclin B1 explains its decreased levels in *Tet1/2* DKO cells. Lower cyclin B1 combined with increased CDKN1A abundance may interfere with normal CDK1 activation, a key requirement for timely G2/M progression (Figure 5E). CDK1 activation is also important to phosphorylate the motor protein EG5, triggering centrosome separation in late G2 phase (Smith et al., 2011). Indeed, inactivation of CDK1 in *Drosophila* converted mitotic wing disc cells into endoreduplicating cells with aberrant centriole duplication, giving rise to triple centriole configuration (Vidwans et al., 2003), a very similar phenotype to *Tet1/2* DKO TSCs. Interestingly, cancer cells are also often associated with aberrant centriole morphologies, indicating that our observations might give insight into defects underlying the mitotic instability of cancer cells.

Overall, we show that jointly, TET1 and TET2 safeguard the plasticity and self-renewal capacity of TSCs by maintaining epithelial integrity and preventing entry into the endoreduplicative cell cycle. Our data reveal a role of TET1/2 in cell-cycle progression, a function that may be exerted by multiple distinct mechanisms: canonical DNA binding of TET proteins helps maintain an active chromatin configuration at target loci and ensures adequate transcriptional output. In addition, we find that TET1/2 ablation is associated with a decrease in cyclin B1 levels, and suggest that TET1 may affect cyclin B1's stability by protein-protein interaction. Since, to the best of our current knowledge, the catalytic activity of TET proteins is solely targeted to nucleotide modifications, notably the oxidative conversion of 5mC to 5hmC and its downstream products, this function appears unrelated to epigenome modulation and expands our knowledge of the roles of TET's in key cellular processes.

EXPERIMENTAL PROCEDURES

Stem Cell Culture

TSC lines were blastocyst-derived TS-Rs26, a kind gift of the Rossant lab, Toronto, Canada. TSCs were cultured in routine conditions (Senner et al., 2012; Tanaka et al., 1998). CRISPR-Cas9-mediated gene ablation was performed as described previously (Murray et al., 2016). Clones obtained were genotyped by PCR using primers spanning the targeted exon (Figure S2; Table S3); selected clones (five each) were further confirmed by Sanger sequencing, by IF (TET1), and by western blot (TET2). For G2/M arrest, RO3306 (CDK1 inhibitor, Calbiochem-Merck, 217699) was added to SCM at a final concentration of 8 μ M. For inhibition of bipolar spindle formation, cells were treated with 100 μ M monastrol (CamBioScience, CAY15044) for 20 hr. Translation inhibition was achieved with 10 μ M emetine (Sigma, E2375). Ten μ M of MG132 (Calbiochem, Merck, 474787) was used for proteasome inhibition.

IF Staining

For staining of cultured cells, cells were grown on coverslips, fixed with 4% paraformaldehyde for 10 min and permeabilized with PBS, 0.1% Triton X-100 for 15 min, or fixed and permeabilized with 100% methanol for 10 min. Blocking was carried out with PBS, 0.1% Tween 20, 0.5% BSA (PBT/BSA), followed by antibody incubation for 60 min. Primary antibodies and dilutions (in PBT/BSA) were: E-cadherin (CDH1) 1:200 (BD Biosciences, 610181), β -catenin 1:400 (BD Biosciences, 610153), 5hmC 1:2,000 (Active Motif, 39769), TET1 1:750 (GeneTex, GTX125888), TET2 1:100 (Abcam, ab124297), CDX2 1:400 (BioGenex, MU392-UC), α -tubulin 1:1,000 (Abcam, ab6160), and γ -tubulin 1:250 (Santa Cruz, sc7396). Primary antibodies were detected with the appropriate secondary Alexa Fluor 488 or 568 (Thermo Fisher Scientific) antibodies. Nuclei were counter-stained with DAPI. Photographs were taken with an Olympus BX61 epifluorescence microscope or a Zeiss LSM 780 confocal microscope.

Nuclear morphology (shape) was analyzed in ImageJ. In brief, after application of a background filter separate images were created of nuclei and donut holes. Their segmentation allowed for the identification of donut-shaped nuclei by the presence of a hole. Data were processed in Excel.

Cell-Cycle and Proliferation Analysis

Cells were fixed in 70% ethanol/PBS and stained for 30 min in PBS containing 0.1 mg/mL RNase and 50 μ g/mL propidium iodide. Analysis was on a BD LSR II flow cytometer using FlowJo software.

For proliferation assays, 40,000 cells were seeded and viable cell counts determined after 2 and 4 days using the Muse Count & Viability Assay Kit (Merck Millipore, MCH100102) and Muse Cell Analyzer (Merck Millipore). Two-way ANOVA test was used to calculate statistical significance. All image quantification analyses were performed with ImageJ.

qRT-PCR Expression Analysis

Gene expression analysis was performed using a standard protocol (Murray et al., 2016). qPCR was performed using SYBR Green JumpStart Taq ReadyMix (Sigma, S4438) and intron-spanning primer pairs (Table S3) on a Bio-Rad CFX96 or CFX384

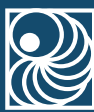

thermocycler. Ct values were normalized to housekeeping genes (*Sdha* and *Dynein*). Where appropriate, Student's *t* test or ANOVA was performed to calculate statistical significance of expression differences. For all qRT-PCR data, *n* specifies biological replicates performed with independently derived clones.

Transcriptome Sequencing (RNA-Seq)

Total RNA was extracted using TRI Reagent (Sigma, T9424), followed by DNase treatment using the TURBO-DNA-free Kit (Life Technologies, AM1907). mRNA was isolated using the Dynabeads mRNA Purification Kit (Life Technologies, 61006) and processed into indexed, strand-specific libraries using the ScriptSeq v.2 RNA-Seq Library Preparation Kit (Epicentre, SSV21106). Libraries were quantified and assessed using the KAPA Library Quantification Kit (KAPA Biosystems, KK4824) and Bioanalyzer 2100 System (Agilent). Indexed libraries were sequenced with a 100 bp single-end protocol on an Illumina HiSeq 2500 sequencer.

ChIP-Seq

ChIP-seq library generation was carried out as described previously (Latos et al., 2015b). A total of 150 µg chromatin and 5 µg TET1 antibody (GeneTex, GTX125888) were used for each ChIP. ChIP as well as Input libraries were generated in biological triplicates. Sequencing libraries were quantified as above by Bioanalyzer 2100 System (Agilent) and using the KAPA Library Quantification Kit (KAPA Biosystems, KK4824). Indexed libraries from ChIP and Input samples were sequenced with a 50 bp paired-end protocol on an Illumina HiSeq 2500 sequencer.

Bisulfite Sequencing

How the deposited data were processed for this re-analysis (not part of the article)

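RNA-seq values were deposited for 9 clones of a mouse TSC line, 3 vector control clones (V1, V4 and V5), 3 Tet1 KO clones (2a, 8a and 7c) and 3 Tet1/2 DKO clones (A10, F2 and G8). ChIP-seq for TET1 was deposited as a list of peaks, made from 3 TET1 ChIP samples and 1 input sample. Bisulfite amplicon samples of the Cdh1 locus, 1 from a vector control clone and 1 from a Tet1 KO clone, came without a processed table and were left out. Clones were grouped by genotype as the sample labels and the paper give it, with the control that the labels call wild type taken as the vector control of the paper. The clones of different genotypes are not paired.

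According to the paper and the sample labels, RNA-seq reads were trimmed with Trim Galore and mapped to GRCm38. The paper and the labels name different mapping programs, and the labels name HISAT and edgeR. The paper gives SeqMonk for values on a log2 scale, which the linear tables are not, and does not state which program and annotation made the tables or how low values were filtered. The RNA-seq tables give each gene by its numeric gene identifier with a linear signal per library, normalized by the authors to library size before deposit. In every library 100% of the values were whole multiples of the value of 1 read, within 0.01 reads. The values are thus gene reads per 1000000 reads (CPM) divided by a further factor per library, which the paper does not state, and whole reads were recovered from them. The vector control and Tet1 KO tables hold the same 9415 genes, and the Tet1/2 DKO table, scaled separately, holds 9567, with 9321 in all tables, 94 only in the former and 246 only in the latter. Of 9661 identifiers 9653 were matched to a symbol and 8 were not. Reads in the listed genes ranged from 6368174 to 8850818 in vector control (median 6927301), from 5884919 to 9644601 in Tet1 KO (median 7610529) and from 4968485 to 9641965 in Tet1/2 DKO (median 5549700). These are sums over the listed genes and not the depth of the whole libraries.

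Because the deposited values are normalized, the main test was limma 3.58.1 (trend, robust) on log2(value + 1) of the CPM of recovered reads, scaled with TMM (edgeR 4.0.16) within each fit. The quasi-likelihood test of edgeR had been planned as the main test for files of counts, and running it beside limma was decided after the data were seen. Each comparison was fitted with its own libraries: Tet1 KO against vector control (9415 genes), Tet1/2 DKO against vector control, Tet1/2 DKO against Tet1 KO and both mutants together against vector control (9321 genes each). Comparisons that involve Tet1/2 DKO join separately scaled tables, which is why the recovered reads were scaled together. The filter on low counts of edgeR removed 0 genes in any comparison. Values of p are two-sided and adjusted by the Benjamini-Hochberg method at 0.05. Levels of single clones come from a TMM scale over all 9 libraries. Exact permutation tests of 3 clones against 3 cannot give a p below 0.1. The limma test was tested on simulated libraries with 100 genes changed by a log2 fold of 1 and 100 by 2. False calls numbered 5 for Tet1 KO and 10 for Tet1/2 DKO, against 28 and 18 with DESeq2 and 22 and 16 with the likelihood ratio test of edgeR.

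Gene lists, 30 in number, covered states and cell types of trophoblast, epithelial and mesenchymal genes, cell cycle, signalling, metabolism, DNA methylation, imprinting, stress, the translation machinery, histones and marker genes of other cell types. They were fixed before the data were examined, but after the values of Table S1 had been seen. Lists were compared with all other genes with camera (preset correlation 0.01) and, as an alternative, with an estimated correlation. A further test, fry, asks whether the genes of a list move one way on balance and does not compare them with other genes. Lists with fewer than 3 measured genes were not tested. Genes named in the text were chosen by a rule set before the data were examined: Tet1, Tet2 and Tet3 in every clone, every gene the paper names in its text or in Figs. 1G, 2E, 2F and 3D, up to 10 largest rises and falls per comparison among genes past the threshold with clones that do not overlap, the members of each list with the smallest p, up to 15 genes past the threshold in both mutants, the 10 genes with the widest promoter peaks and, for each list, the first bound members in alphabetical order. Members of lists outside this rule, such as genes past the threshold over a list alone or the junction genes with a promoter peak, were named after their values had been seen.

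The ChIP-seq reads had been mapped with Bowtie and peaks called with MACS2 from the replicates combined, as the peak names of Table S2 give it. The list holds 6331 intervals on GRCm38 with no counts or scores, so no depth or spread can be given and no stricter threshold could be set. The wider peaks (3159) were used as an alternative instead. Peaks were compared with the TSSs (41408) of 21851 protein-coding genes of GENCODE mouse release 21, with bedtools 2.31.1 and samtools 1.23.1. The windows were 1000 bp either side of the TSS for the share of peaks, and 2000 bp upstream to 500 bp downstream for promoter-bound genes, with 5000 bp either side as an alternative. Chance levels for the share of peaks at TSSs came from 1000 random placements within chromosomes and from a shift of 1000000 bp. Those for distances and classes came from 20 placements, and those for base composition from 1. Shares of peaks have Wilson 95% confidence intervals, which cover counting error only. Guides were matched exactly to the exons of Tet1 and Tet2.

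Alternatives were other tests (DESeq2 1.42.0, edgeR), other scalings (median-of-ratios size factors, library totals only), a pseudocount of 0.1, a minimum of 10 reads in every library, library weights, all 9 libraries in a single fit, leaving out each clone in turn, and other windows, peaks and backgrounds for ChIP-seq. Other splits of the same libraries into groups of the same sizes were counted, 10 for 3 clones against 3. Scripts ran in R 4.3.3 and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and pysam 0.24.0.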

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

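The tests of shared controls and of the library labelled Tet1 KO 7c were chosen only after the results were seen, while the corrections for GC content and length and the splits of the samples were set before.

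Between Tet1/2 DKO and Tet1 KO 128 genes differed in expression, a comparison the paper does not report. Of the 10 ways to split these 6 libraries into groups of 3, the real split called 128 genes and the highest of the others 0, and 1 split, the real one, called as many. With 10 splits a share under 0.05 cannot be reached. For all comparisons between the mutants the reads of separately scaled tables were recovered and scaled together, and the Tet1 KO group holds the library labelled 7c.

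Keratins and epithelial regulators were higher in Tet1/2 DKO than in Tet1 KO (adjusted p = 3.33e-05 with camera, 0.264 with an estimated correlation). The list stayed higher without the library labelled Tet1 KO 7c (adjusted p = 5.65e-05) and after trends with GC content and transcript length were removed (adjusted p = 1.52e-05), which argues against either as the whole cause. A difference between single clones other than their genotype, such as the degree of differentiation of the culture, stays open, since no label records it and 3 clones stand for each genotype. An effect of losing both enzymes that differs from that of losing TET1 alone stays open as well and was not tested.

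Genes of hypoxia and glycolysis, which the paper does not discuss, were lower in both mutants. In Tet1 KO 22 of 27 measured genes of 29 had a negative fold change (median −0.21, adjusted p = 0.00115 with camera, 0.608 with an estimated correlation), with 0 past the threshold over all genes and 3 lower when adjusted over the list alone. In Tet1/2 DKO 24 of 27 were negative (median −0.42, adjusted p = 8.38e-07, 0.591 with an estimated correlation), with 3 lower over all genes, Bnip3 (−1.67), Pdk1 (−1.99) and Ndrg1 (−1.45), and 11 lower and 1 higher over the list alone. After trends with GC content and length were removed the larger adjusted p was 0.000121, which argues against these trends. Whether the 3 vector control clones alone lie high, which both comparisons share, cannot be told apart from a change in both mutants, since the difference of the list between the mutants did not pass the test (adjusted p = 0.129); oxygen and density of the cultures, which may act on these genes, are not recorded.

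Other lists differed between the mutants with camera, none of them with an estimated correlation. Genes of trophoblast giant cells were higher in Tet1/2 DKO (6 of 6 measured positive, 1 past the threshold over all genes and 3 over the list alone, median 1.39, adjusted p = 0.000841, 0.200 with an estimated correlation). Placental development was higher (33 of 41, median 0.31, 2 higher and 1 lower over all genes, 6 and 2 over the list alone, adjusted p = 0.00359, 0.264 estimated). DNA replication was lower (29 of 37, median −0.29, 0 genes past either threshold, adjusted p = 0.00359, 0.200 estimated). Markers of endothelium and blood were higher (4 of 7, median 0.75, 3 higher over all genes, Lcp1, Pecam1 and Cdh5, and 3 higher and 1 lower over the list alone, adjusted p = 0.0079, 0.215 estimated). The DNA methylation machinery was lower (15 of 20, median −0.19, 1 lower, Dnmt3l, adjusted p = 0.0217, 0.530 estimated), a call that ended without 7c or F2 (up to 0.172) and stayed without the edited genes Tet1 and Tet2 (0.0228). Cell-cell junctions and polarity were higher (21 of 33, median 0.11, 4 higher over all genes and 6 over the list alone, adjusted p = 0.0217, 0.215 estimated). Methylation-controlled germline genes were lower (8 of 9, median −1.03, 0 genes past either threshold, adjusted p = 0.0229, 0.644 estimated), a call that ended without 7c, A10 or F2 (up to 0.419). Genes of mitosis were lower (32 of 40, median −0.19, 0 genes past either threshold, adjusted p = 0.0314, 0.644 estimated), a call that ended without 7c or F2 and with library totals only (up to 0.484).

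TET1 peaks lay at the promoters of 23 of 24 replication-dependent histone genes, a group the paper does not discuss, against 12.0% of all genes.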

How the results depend on the processing

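The edgeR quasi-likelihood test beside limma, the values as deposited, list tests without the edited genes Tet1 and Tet2, the list tests between the mutants under other settings, and leaving out clones for the correlation and the mean of bound genes were chosen after the data were seen. No paired analysis was possible because the clones of the groups share no replicate numbers. No list past the threshold changed direction under any alternative that was run. Nor did any checked gene past it, that is, a gene the paper names or one among the largest changes. The mean of promoter-bound genes turned from lower to higher in both mutants on the linear scale, with that of other genes, where means follow the TMM size factors of the libraries. Among the checked genes, 2616 values under alternatives stayed on their side of the threshold, 152 were no longer past it and 47 were newly past it. The 2616 include genes below the threshold whatever their sign. Among list tests against other genes 239 stayed and 53 were no longer past the threshold. The filter on low counts removes 0 genes, so leaving it out tests nothing. Library totals alone bring the median log2 fold change of all genes from −0.02 to −0.17 in Tet1 KO and from 0.01 to 0.12 between the mutants. The cause was not tested for any of the changes below.

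Changed genes in Tet1 KO, 0 with limma (682 at an unadjusted p under 0.05), numbered 32 with DESeq2, 32 with the likelihood ratio test, 142 with that test and the limits met by Table S1, 794 at its unadjusted p and 28 with library weights. They numbered 0 to 31 when leaving out a clone, with 31 without the library labelled Tet1 KO 7c. For Tet1/2 DKO the 117 genes became 383 with DESeq2, 356 with the likelihood ratio test, 397 with the limits, 1524 at its unadjusted p and 8 in a fit of all 9 libraries. Leaving out a clone gave 11 (V5) to 250 (G8), with 12 without A10, 16 without V1 and 29 without F2. The 128 genes that differ between the mutants became 406, 405, 512 and 1373 in that order of tests, 424 with library weights and 235 in a fit of all 9 libraries. Leaving out a clone gave 6 (A10) to 242 (7c), with 7 without F2, 74 without 2a and 75 without G8. For both mutants together, 0 genes with limma became 5 with DESeq2, 3 with the likelihood ratio test, 41 with the limits, 478 at its unadjusted p and 3 with library weights. Genes changed in both mutants, 0 with limma and DESeq2, numbered 2 with the likelihood ratio test, 14 with the limits, 210 at its unadjusted p, 2 with library weights and 0 to 2 when leaving out a clone (2 without the library labelled Tet1 KO 7c). The correlation of fold changes between the mutants (0.099) ranged from 0.0282 (without 8a) to 0.232 (without V4), with 0.184 without V1 and 0.230 without 7c. Whether a call was kept was checked only for called genes that the paper names or that were among the largest rises and falls. Of these, the genes kept under every alternative that gave them an adjusted p were Nr0b1 and Pdk1 in Tet1/2 DKO. Between the mutants they were AU015836, Krt7, Lcp1 and Nr0b1. The other called genes were not checked in this way.

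Lists past the threshold in Tet1 KO (9) fell to 0 with an estimated correlation and numbered 4 to 11 when leaving out a clone (4 without 7c, 5 without V4). In Tet1/2 DKO the 6 lists and between the mutants the 9 lists fell to 0 with it too. Lists that move one way on balance by fry, which answers another question than camera and compares with no other genes, numbered 0, 0 and 4 in that order. For the promoter-bound genes in Tet1 KO camera gave p = 0.570 against other genes, and fry, likewise no exact test, p = 0.0292 for the bound genes on their own. The log2 mean of other genes was lower too (−0.03), so this p shows no difference from them. The mean of bound genes differed by 14.7 in Tet1 KO and 2.74 in Tet1/2 DKO on the linear scale, where other genes differed by 12.5 and 2.29, and by −0.197 and −0.0528 on the log2 scale with library totals only. With library totals the Tet1 KO and vector control clones overlapped (exact permutation test, two-sided p = 0.3). The share of peaks at TSSs (46.9%) was 41.7% from 2000 bp upstream to 500 bp downstream, 58.7% within 5000 bp, 51.5% for wider peaks and 51.6% for the TSSs of all annotated genes. The 7 lists with frequent promoter binding became 11 within 5000 bp and 2 against expressed genes. For the binding of genes changed in Tet1/2 DKO, Fisher's exact test gave p = 0.744, and p = 0.0456 with the limits met by Table S1 (p = 0.92 in Tet1 KO with these limits). With these limits the difference in Tet1/2 DKO did not pass within any quartile of mean expression. Genes absent from the tables, among them Snai2, Zeb2 and most markers of trophoblast giant cells, cannot be judged at any depth.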

Differences from the paper's values

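The paper reports 210 differentially expressed genes in Tet1 KO, and 0 passed here with limma at an adjusted p under 0.05. The methods of the paper name edgeR and p under 0.05, without saying whether p was adjusted, and the genes of Table S1 all meet tighter limits, p under 0.005 and a log2 fold change over 0.8 in size. Of the alternatives set before the data were examined, only the likelihood ratio test of edgeR with these limits came within 1.5 times of the paper's count (142), and all others did not. For Tet1/2 DKO the paper's count is 349 and the count here 117. DESeq2 (383), the likelihood ratio test (356), that test with the limits (397) and leaving out G8 (250) came within 1.5 times, and all other alternatives did not. The paper gives 25 genes changed in both mutants, and 0 were found here. No alternative came within 1.5 times, the nearest being 14 with the limits. The third sheet of Table S1, on which both mutants are taken together, has 78 genes in the paper against 0 here, with 41 under the limits and no alternative within 1.5 times. Of the genes on the sheets of Table S1, 210, 318 and 66 were matched here. All of these had the same sign of fold change, with a correlation of 0.989, 0.983 and 0.981 across genes, and 198, 307 and 56 had an unadjusted p under 0.05 with limma.

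Of 29 fold changes of named genes compared with Table S1, 4, all in Tet1/2 DKO, differed by more than the SD between clones of that gene in the limma fit, and 0 in sign. Table S1 gives −2.63 for Apobec3, −3.63 for Apold1 and −2.77 for Zcchc12 as the paper's log2 fold changes, against −1.97, −2.41 and −2.12 on the scale of log2(value + 1) used here. For these weakly expressed genes the scale differs, and with a pseudocount of 0.1 the values here were −2.59, −3.51 and −2.78. DESeq2, the likelihood ratio test under each of its thresholds, library weights and the pseudocount of 0.1 had no such difference for these 3 genes, nor had leaving out V4 or G8 for Apobec3, and the remaining alternatives did. For Kctd12 the paper's value is 1.34 and the value here 1.88. Leaving out V1 (1.51) or F2 (1.67) brought it within this SD, and the other alternatives did not.

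The paper names Nr0b1 as a gene de-regulated in common, and in Table S1 as here its fold changes go opposite ways in the mutants (0.99 in Tet1 KO and −2.35 in Tet1/2 DKO here). The paper shows Elf5, Cdx2 and Esrrb lower in Tet1 KO as well as in Tet1/2 DKO by qRT-PCR (Fig. 1G), with a mark of significance in Tet1 KO for Elf5 only. In Tet1 KO their log2 fold changes here were −0.01, −0.04 and 0.38, none past the test. Elf5 (−0.77, past the test), Cdx2 (−0.44) and Esrrb (−0.12) had the direction of Fig. 1G in Tet1/2 DKO. The markers of spongiotrophoblast and giant cells of that figure have no value in the tables. Ccnd1 is higher in Tet1/2 DKO in Fig. 3D and had a log2 fold change of −0.12 here, whereas Ccne2 (0.81) and Cdk1 (−0.45) had the direction shown there. In Fig. 2E the mean of Vim is also higher in Tet1/2 DKO, without a mark of significance, where its log2 fold change here was −0.64 (from 14.4 to 302 TMM-scaled CPM between clones). On the linear scale the mean of Vim in Tet1/2 DKO lay above that in vector control, the direction of Fig. 2E, so its direction here depends on the scale. Cdh2 (1.22) and Vim (1.56) in Tet1 KO and Snai1 (0.60) in Tet1/2 DKO had the direction of Fig. 2E and did not pass the test, while without the library labelled Tet1 KO 7c Vim passed in Tet1 KO (1.46, adjusted p = 0.0126). The paper finds cell-cell adherens junctions among the terms most enriched for genes with a TET1 peak at the promoter. Of the 39 junction genes listed here 7 had such a peak (adjusted p = 0.474 from Fisher's exact test), and within 5000 bp of the TSS the list passed. This list is not the ontology term of the paper and also holds genes of tight junctions, desmosomes and polarity, so the 2 tests are not alike. The paper also reports an association of peaks with trophoblast giant cell differentiation, where 1 of 30 listed marker genes had a promoter peak here (adjusted p = 0.474 from Fisher's exact test), while the lists of the TSC state (11 of 18) and of placental development (15 of 47) had many. These lists were tested by promoter and the paper's association by regulatory domains, so these tests are not alike either. The paper states a higher mean expression of bound genes in wild type, which the log2 means here share in direction (differences of −0.05 and −0.02 in the mutants, p = 0.1 and 0.3 in exact permutation tests), while the linear means go the other way (146 and 134 against 131), as do those of the other genes (107 and 97.2 against 94.9). The linear means follow the TMM size factors of the libraries, with 173 in the library labelled 7c, so they decide nothing about the paper's statement.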

Other observations

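The tests of abundant genes and of a wrong label for the library labelled Tet1 KO 7c were chosen only after the result was seen.

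Targets of FGF and ERK signalling, which keeps TSCs self-renewing, were lower as a group in Tet1/2 DKO (15 of 20 measured genes of 23 negative, median −0.32, adjusted p = 0.0162 with camera, adjusted p = 0.591 with an estimated correlation). Of these, Spry4 (log2 fold change −1.14, adjusted p = 0.0218 from limma) and Dusp6 (−1.41, adjusted p = 0.0218), feedback inhibitors of the pathway, fell over all genes, and 7 were lower and 1 higher when adjusted over the list alone. The DNA methylation machinery, a list that holds the edited genes Tet1 and Tet2, was lower too (18 of 20 genes of 21 negative, median −0.22, adjusted p = 0.00913, 0.591 estimated), a call that ended without these 2 genes (16 of 18 negative, median −0.15, adjusted p = 0.0542), with Tet1 alone past the threshold over all genes and 4 lower over the list alone, Tet1, Tet2, Tet3 and Dnmt3b. Genes of trophoblast giant cells were higher (6 of 6 measured genes of 30, median 1.18, 0 past either threshold, adjusted p = 0.0274, 0.591 estimated), a call that ended without V1 or G8 (up to 0.130). Hand1, a transcription factor of giant cells, was at 537 ± 273 TMM-scaled CPM in vector control (SD, n = 3), 364 ± 39.8 in Tet1 KO and 1369 ± 277 in Tet1/2 DKO (log2 fold change 1.51 in Tet1/2 DKO, adjusted p = 0.188). Genes of the unfolded protein and integrated stress response were higher (11 of 14 measured genes of 18, median 0.33, 0 past over all genes and 1, Hspa5, over the list alone, adjusted p = 0.0183, 0.591 estimated), a call that ended without V5 or F2 (up to 0.0954).

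In Tet1 KO cholesterol synthesis was lower (18 of 20 measured genes of 21, median −0.34, adjusted p = 0.00515, 0.747 estimated, 0.291 at most without V4 or 7c). Placental development was lower (30 of 41 measured genes of 47, median −0.26, adjusted p = 0.0340, 0.608 estimated, up to 0.257 without V4 or 7c). Markers of endothelium and blood were lower (7 of 8 measured genes of 18, median −0.70, adjusted p = 0.00155, 0.486 estimated), with 1, Nos3, past the threshold over the list alone. Cytoplasmic ribosomal proteins were higher (28 of 33, median 0.24, adjusted p = 0.00115, 0.712 estimated, 0.143 without 7c), as were methylation-controlled germline genes (8 of 9 measured genes of 24, median 0.55, adjusted p = 0.0342, 0.712 estimated, up to 0.702 without V1, 2a or 7c). In these 5 lists 0 genes passed over all genes, and over the list alone Nos3 only. In the library labelled Tet1 KO 7c cholesterol synthesis lay 0.46 below 2a and 8a on the log2 scale (19 of 20 genes lower) and germline genes 1.15 above (8 of 9 higher).

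The remaining lists did not pass with camera. In Tet1 KO the adjusted p was 0.500 for spongiotrophoblast and glycogen cells (3 measured genes), 0.376 for trophoblast giant cells (0 genes over all genes and 1 lower, Cyp11a1, over the list alone), 0.429 for syncytiotrophoblast, 0.695 for cyclins, CDKs and their regulators, 0.353 for mitosis and 0.842 for centrosome and centriole. It was 0.637 for the FGF and ERK response, 0.405 for the activin, nodal and BMP response (1 higher, Lefty2, over the list alone), 0.769 for the DNA methylation machinery, 0.405 for imprinted genes (Igf2r lower and Kcnq1ot1 higher over the list alone), 0.376 for the unfolded protein response, 0.136 for p53 targets, 0.637 for the interferon response and 0.806 for histones (1 higher and 2 lower over the list alone). Among other cell types it was 0.0979 for pluripotent stem cells (2 higher, Tbx3 and L1td1, over the list alone) and 0.779 for extra-embryonic endoderm. For Tet1/2 DKO the adjusted p was 0.824 for spongiotrophoblast and glycogen cells, 0.699 for syncytiotrophoblast, 0.316 for cyclins, CDKs and their regulators, 0.175 for mitosis, 0.434 for centrosome and centriole and 0.676 for the activin, nodal and BMP response. It was 0.426 for germline genes, 0.699 for imprinted genes (2 lower, Peg10 and Peg3, over the list alone), 0.181 for placental development (Met higher and Elf5 lower over all genes, 2 and 2 over the list alone), 0.656 for p53 targets, 0.935 for the interferon response, 0.477 for cholesterol synthesis (1 lower, Pmvk, over the list alone), 0.0948 for ribosomal proteins and 0.573 for histones (1 higher, H2bc4, over the list alone). It was 0.676 for pluripotent stem cells, 0.935 for extra-embryonic endoderm (1 lower, Dab2, over all genes and over the list alone) and 0.426 for endothelium and blood (1 higher, Cdh5, over all genes, 3 higher and 2 lower over the list alone). In the lists given so far in this paragraph with no count, all for a mutant against vector control, 0 genes passed either threshold. Between the mutants the lists that did not pass had an adjusted p from 0.109 (pluripotent stem cells) to 0.993 (imprinted genes), and the hypoxia list had 1 gene higher (Vegfa) and 1 lower (Slc2a3) over all genes, and 1 higher and 3 lower over the list alone. In that comparison genes also passed over all genes in the lists of the TSC state (1 higher and 3 lower, 4 and 4 over the list alone), the FGF and ERK response (2 lower, 1 higher and 5 lower over the list alone), mesenchymal and EMT genes (1 higher, 2 higher over the list alone), imprinted genes (1 lower, 2 higher and 3 lower over the list alone) and extra-embryonic endoderm (1 lower, 3 higher and 1 lower over the list alone). Over the list alone only, pluripotent stem cells had 1 higher and 3 lower and spongiotrophoblast and glycogen cells 1 higher. For mitochondrially encoded genes 0 of 13 were measured, and fibroblast (1 measured) and mesoderm (2 measured) markers were too few for a test. Among them Pdgfra was higher in Tet1/2 DKO over the list alone (1.56, adjusted p = 0.0817 from limma over all genes) and T fell in Tet1/2 DKO (−1.95, adjusted p = 0.0218 from limma). Between the mutants 1 mesoderm gene was lower in Tet1/2 DKO, over all genes and over the list alone, and 1 fibroblast gene was higher over the list alone. Promoter binding by TET1 was 6 of 18 for the unfolded protein response (adjusted p = 0.0553 from Fisher's exact test), 7 of 33 for ribosomal proteins (0.311), 4 of 18 for p53 targets (0.474), 5 of 29 for hypoxia and glycolysis (0.588), 1 of 24 for germline genes (0.588), 1 of 21 for the DNA methylation machinery (0.721), 2 of 30 for imprinted genes (0.755), 3 of 20 for activin, nodal and BMP (0.759), 3 of 21 for cholesterol synthesis (0.759) and 1 of 16 for the interferon response (0.759).

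Several genes that the paper measured by qRT-PCR or as proteins have RNA-seq values here, from limma. Elf5 was at 325 ± 30.4 TMM-scaled CPM in vector control (SD, n = 3), 324 ± 28.5 in Tet1 KO and 189 ± 9.86 in Tet1/2 DKO, Cdx2 at 69.9 ± 7.02, 68.1 ± 7.90 and 51.8 ± 11.7, and Esrrb at 418 ± 20.1, 566 ± 199 and 387 ± 67.3. Snai1 was at 5.04 ± 0.875, 4.06 ± 1.49 and 8.53 ± 3.8, Ctnnb1 at 377 ± 24.7, 353 ± 83.3 and 368 ± 15.7, and Ccnb1 at 329 ± 56.0, 356 ± 66.0 and 335 ± 35.0. Ccnd1 was at 67.1 ± 12.6, 36.6 ± 36.2 and 62.5 ± 19.2, Cdk1 at 161 ± 12.5, 153 ± 33.8 and 120 ± 33.7, and Cdkn1a at 35.9 ± 8.38, 20.1 ± 10.3 and 49.6 ± 18.8. Of these genes only Elf5 in Tet1/2 DKO passed the threshold. In the paper the localization of CDH1 protein at the membrane is disrupted in mutant cells, and Cdh1 mRNA had a log2 fold change of −0.79 in Tet1 KO (adjusted p = 0.699) and of 1.06 in Tet1/2 DKO (adjusted p = 0.288). Snai2, Zeb2, Tpbpa, Prl3d1, Prl2c2 and E2f2 have no value in the tables.

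The library labelled Tet1 KO 7c stood apart from the other clones, with Tet1 mRNA among the vector control clones on the TMM scale. Its p53 targets were lower by 1.11 on the log2 scale than in 2a and 8a (15 of 18 genes, below all of 10000 random lists). This list ranked lowest of those compared, and no adjustment was made for that. The random lists draw genes one by one, so they do not allow for genes that move together within a library. GC content and transcript length explained 2.15% of the variance of the difference of 7c from the other Tet1 KO clones, which argues against such a bias. Without the 100 most abundant genes of 7c its highest correlation with another Tet1 KO clone was 0.918, below the lowest between vector control clones (0.957). A correlation of log2 values over 9321 genes gives 100 of them little weight, so it cannot decide whether a few abundant genes are the cause. Without these genes 7c had a TMM size factor of 0.848, against 0.767 with them. Its highest correlation was 0.928 with a vector control clone and 0.925 with another Tet1 KO clone, both below the lowest among vector control clones (0.961), so correlations cannot tell whether a vector control clone was exchanged for it. The paper states that genotyping PCR, Sanger sequencing, IF and western blot showed its clones to be mutant and that they had less 5hmC, the direction of the label, without naming the sequenced clones. The bisulfite sample of a Tet1 KO clone is labelled 7c too, and the paper reports more methylation at Cdh1 in Tet1 KO cells than in vector control (Fig. 2G), the direction of that label, though in a sample other than this library and without a processed table. An exchanged vector control clone, a sample from outside the 9 clones, a mixed culture and a biological difference of this clone stay open, the last 3 untested. Of 31 genes changed in 2a and 8a the library labelled 7c lay nearer to them than to vector control in 13 (41.9%). These genes, Tet1 among them, were picked for their change in 2a and 8a with 7c left out. The share therefore does not tell these explanations apart.

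Other splits of the libraries were counted for each comparison. For Tet1 KO the real split called 0 genes and the highest of the others 0, so that the 10 splits which call as many say nothing about chance. For Tet1/2 DKO the real split called 117, the highest of the others 1, and 1 split called as many. With 10 splits a share under 0.05 cannot be reached. For both mutants together against vector control the real split called 0 genes as well, so that all 84 splits call as many by necessity and decide nothing. The highest of the others called 156, with the 3 Tet1/2 DKO clones against the rest, which points to a structure of the samples along that genotype.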
